# tBRD-1 Selectively Controls Gene Activity in the *Drosophila* Testis and Interacts with Two New Members of the Bromodomain and Extra-Terminal (BET) Family

**DOI:** 10.1371/journal.pone.0108267

**Published:** 2014-09-24

**Authors:** Ina Theofel, Marek Bartkuhn, Tim Hundertmark, Thomas Boettger, Stefanie M. K. Gärtner, Katja Leser, Stephan Awe, Michael Schipper, Renate Renkawitz-Pohl, Christina Rathke

## Abstract

Multicellular organisms have evolved specialized mechanisms to control transcription in a spatial and temporal manner. Gene activation is tightly linked to histone acetylation on lysine residues that can be recognized by bromodomains. Previously, the testis-specifically expressed bromodomain protein tBRD-1 was identified in *Drosophila*. Expression of tBRD-1 is restricted to highly transcriptionally active primary spermatocytes. tBRD-1 is essential for male fertility and proposed to act as a co-factor of testis-specific TATA box binding protein-associated factors (tTAFs) for testis-specific transcription. Here, we performed microarray analyses to compare the transcriptomes of *tbrd-1* mutant testes and wild-type testes. Our data confirmed that tBRD-1 controls gene activity in male germ cells. Additionally, comparing the transcriptomes of *tbrd-1* and tTAF mutant testes revealed a subset of common target genes. We also characterized two new members of the bromodomain and extra-terminal (BET) family, tBRD-2 and tBRD-3. In contrast to other members of the BET family in animals, both possess only a single bromodomain, a characteristic feature of plant BET family members. Immunohistology techniques not only revealed that tBRD-2 and tBRD-3 partially co-localize with tBRD-1 and tTAFs in primary spermatocytes, but also that their proper subcellular distribution was impaired in *tbrd-1* and tTAF mutant testes. Treating cultured male germ cells with inhibitors showed that localization of tBRD-2 and tBRD-3 depends on the acetylation status within primary spermatocytes. Yeast two-hybrid assays and co-immunoprecipitations using fly testes protein extracts demonstrated that tBRD-1 is able to form homodimers as well as heterodimers with tBRD-2, tBRD-3, and tTAFs. These data reveal for the first time the existence of single bromodomain BET proteins in animals, as well as evidence for a complex containing tBRDs and tTAFs that regulates transcription of a subset of genes with relevance for spermiogenesis.

## Introduction

During spermatogenesis male germ cells must pass through a highly organized differentiation process to produce haploid sperm. Spermatogenesis is characterized by three main phases: a mitotic amplification phase, a meiotic phase and a post-meiotic phase also known as spermiogenesis. Within the *Drosophila* testis 50% of the protein coding genes become activated, and among them many in a testis-specific or testis-enriched manner [1], [2]. Since most transcription ceases with entry into the meiotic divisions, spermiogenesis is mainly based on translationally repressed and stored mRNAs (e.g. mRNAs that encode protamines) transcribed in a prolonged meiotic prophase in primary spermatocytes [3]–[5]. Primary spermatocytes are highly transcriptionally active cells that produce two different types of mRNAs: those required for the primary spermatocytes themselves and those that encode proteins necessary for spermiogenesis [2]. Transcription of spermiogenesis-relevant genes depends on the “meiotic arrest” genes that belong to the *aly*-class or the *can*-class [6]. Proteins of the *aly*-class exhibit a broader range of target genes and are part of the testis-specific meiotic arrest complex (tMAC) [7]. The *can*-class comprises proteins specifically expressed in the testis and homologous to the TATA box binding protein-associated factors (TAFs). To date, five testis-specific TAFs (tTAFs) have been described: Cannonball (Can; dTAF5 homolog), No hitter (Nht; dTAF4 homolog), Meiosis I arrest (Mia; dTAF6 homolog), Spermatocyte arrest (Sa; dTAF8 homolog) and Ryan express (Rye; dTAF12 homolog) [8], [9]. In addition, TAF1-2, an isoform of TAF1 is expressed in primary spermatocytes and together with tTAFs and other factors might form a testis-specific TFIID complex [10].

In primary spermatocytes, large amounts of tTAFs and TAF1 localize to the nucleolus [10], [11]. In addition to gene activation, a second function for tTAFs as a repressor of the Polycomb Repression Complex 1 (PRC1) by recruitment of PRC1 to the nucleolus has been proposed [11]. However, recently published genome-wide and cell-specific analyses argue against a model where Polycomb displacement is involved in gene activation in spermatogenesis [12]. In primary spermatocytes, the “meiotic arrest” genes are known to activate directly or indirectly about 1500–2000 spermiogenesis-relevant genes whose mRNAs become translationally repressed until post-meiotic stages. In addition, the “meiotic arrest” genes are essential for cell cycle progression and mutant males show a meiotic arrest phenotype [1]. Based on the fact that these mutants lack post-meiotic stages, the impact of the “meiotic arrest” genes for spermiogenesis is difficult to address. To date, the tMAC and the testis-specific TFIID complex are the only two described transcription complexes in *Drosophila* spermatogenesis. Hence, many open questions remain, e.g. the transcriptional co-factors are not known, it is not known if and how both complexes interact, or whether additional transcription complexes exist in primary spermatocytes. Our aim was to discover which epigenetic “reader” proteins cooperate with tTAFs in primary spermatoyctes.

Acetylation of N-terminal histone tails by histone acetyltransferases (HATs) plays an important role in gene regulation [13]. Acetylation of lysine residues on histone tails is linked to gene activation and can be recognized by bromodomain-containing proteins (BRDs) [14]–[16]. The bromodomain is a module of about 110 amino acids that is conserved in many chromatin-associated proteins including HATs and ATP-dependent chromatin-remodeling factors [17]. Nearly all HAT-associated transcriptional co-factors, such as GCN5, p300/CBP, p300/CBP-associated factors, as well as TAF1 contain bromodomains [18].

Previously, we identified the testis-specifically expressed double bromodomain-containing protein tBRD-1 that is essential for male fertility [19]. In primary spermatocytes, tBRD-1 partially co-localizes with tTAFs and TAF1 in a tTAF dependent manner. Although, tBRD-1 expression is restricted to primary spermatocytes, *tbrd-1* mutants passed through meiosis and only exhibit a post-meiotic phenotype. This is in clear contrast to tTAF mutants that show a meiotic arrest phenotype and completely lack post-meiotic germ cells. A more detailed investigation of *tbrd-1* mutants showed that post-meiotic spermatid nuclei failed to elongate. In addition, the typical clustered arrangement of 64 spermatid nuclei within one cyst was disturbed in *tbrd-1* mutant testes and spermatids failed to individualize. However, spermiogenesis was not completely disturbed since for example the histone-to-protamine transition took place in *tbrd-1* mutants and elongated flagella could be observed. This indicated that tBRD-1 plays an important role in primary spermatocytes that is crucial for specific steps during spermiogenesis. We previously proposed that in primary spermatoyctes, tBRD-1 might act together with tTAFs to activate transcription of a subset of genes that encode proteins with relevance for spermiogenesis [19].

A special group of bromodomain proteins is the bromodomain and extra-terminal (BET) family characterized by having one (plants) or two (animals/yeast) N-terminal bromodomains and a poorly characterized extra-terminal (ET) domain assumed to function as a protein-protein interaction motif. The ET domain comprises three different regions: a conserved NET domain (for N-terminal ET), an intervening sequence and a C-terminal SEED motif. Plant BET proteins often lack the SEED domain.

After bromodomain-mediated association of BET proteins with acetylated chromatin, the ET domain may function as an interface to localize different complexes or proteins to chromatin. BET proteins associate with chromatin and with the basal transcriptional machinery to modulate chromatin structure and influence transcription in a sequence-independent manner [20], [21]. In mammals, BRD2 is involved in gene activation, e.g. by binding to and recruiting the TATA box binding protein (TBP) [22]. The ET domain of BRD4 regulates transcriptional activity by e.g. recruiting specific factors to chromatin [23]. In *Drosophila*, the only known BET gene so far is *female sterile (1) homeotic* (*fs(1)h*) that encodes a multifunctional transcriptional regulator crucial for establishing and maintaining cell fates [24].

To confirm that tBRD-1 is involved in gene expression, we performed microarray analyses and showed that in *tbrd-1* mutant testes hundreds of transcripts are indeed significantly down-regulated compared to levels in wild-type testes. Additionally, we show that a *tbrd-1-eGFP* transgene constructed from the genomic region not only reverses the male sterile phenotype of *tbrd-1* mutants but also the effects on gene activity. Subsequently, we compared the transcriptomes of *tbrd-1* mutant testes with those of *sa* mutants and demonstrate a significant overlap of target genes. Furthermore, we identified two new BET genes in *Drosophila*: *tbrd-2* and *tbrd-3*. Both encoded proteins are testis-specifically expressed and partially co-localize with tTAFs and tBRD-1 in primary spermatocytes. The subcellular localization of tBRD-2 and tBRD-3 is dependent on the acetylation status within the cell. Moreover, similar to plant BET proteins, tBRD-2 and tBRD-3 exhibit only one bromodomain. Thus, we present here for the first time existence of BET family proteins containing a single bromodomain in animals. In addition, we demonstrate that tBRD-1 is able to homodimerize and form heterodimers with tBRD-2, tBRD-3 and tTAFs. These data confirm our hypothesis that tBRD-1 controls gene activity in male germ cells and we propose a model of how tBRDs together with tTAFs might control gene expression in primary spermatocytes.

## Results

### tBRD-1 is required for gene expression in the testis

Previously, we showed that tBRD-1 partially co-localizes with tTAFs in primary spermatocytes. While tBRD-1 expression is restricted to primary spermatocytes, the lack of tBRD-1 function only has consequences in post-meiotic stages. Therefore, we proposed that tBRD-1 acts together with tTAFs to initiate transcription of a special subset of genes with relevance for spermiogenesis [19].

To analyze whether tBRD-1 is indeed involved in gene expression, we performed microarray analyses, and compared the testes transcriptomes of homozygous *tbrd-1* mutants (*tbrd-1^1^*) and wild-type flies (Figure 1). Five independent wild-type and five independent *tbrd-1* mutant hybridizations were carried out using Affymetrix *Drosophila* Genome 2.0 arrays. 

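Wild-type testes and *tbrd-1* mutant testes were each represented by 5 arrays, and every array carried RNA pooled from 25 animals. Seminal fluid genes, such as *Acp36DE* and *SP* of the male accessory gland, were bright on all 10 arrays, where the mean log2 signal intensity of 13 such genes lay between 12.97 and 13.19. *Ebp* and *EbpII* encode ejaculatory bulb proteins. Their mean log2 signal intensity was 13.24 on wild-type replicate 3 and 13.41 on mutant replicate 4. It was 5.25 on wild-type replicate 5 and 6.63 on mutant replicate 1. The mean of 32 digestive enzyme genes of the gut reached 8.33, 8.42 and 7.53 on wild-type replicates 1, 3 and 4 and 7.33 on mutant replicate 3, and lay between 4.9 and 5.71 on the other 6 arrays.

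The deposited values are signal intensities that the authors made by robust multi-array averaging (RMA), which corrects the background, equalizes the distributions of the arrays and summarizes the probes of each probe set. According to the submitters' processing notes this was done in Affymetrix Expression Console, and no version is given in the sources used here. The values are on a linear scale and rounded to whole numbers, with array medians between 70 and 78 in wild-type and between 68 and 71 in the mutant. They hold no detection call, so a dim probe set cannot be separated from background, and the number of arrays limits the precision. From there, log2 was taken and each of 18769 probe sets was tested with limma, with Benjamini-Hochberg adjustment, after 183 control probe sets had been left out. A probe set was called at an adjusted p of at most 0.05 and an absolute log2-fold change of at least 1. Log2-fold changes are differences of the mean log2 intensities, mutant minus wild-type, with positive values for higher signals in the mutant. Of the probe sets tested, 13647 were paired with 1 gene, 402 with several and 4720 with none in the platform annotation, and symbols were brought up to date for 13544 probe sets with a gene table of the Release 6 assembly.

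**Figure D1:**
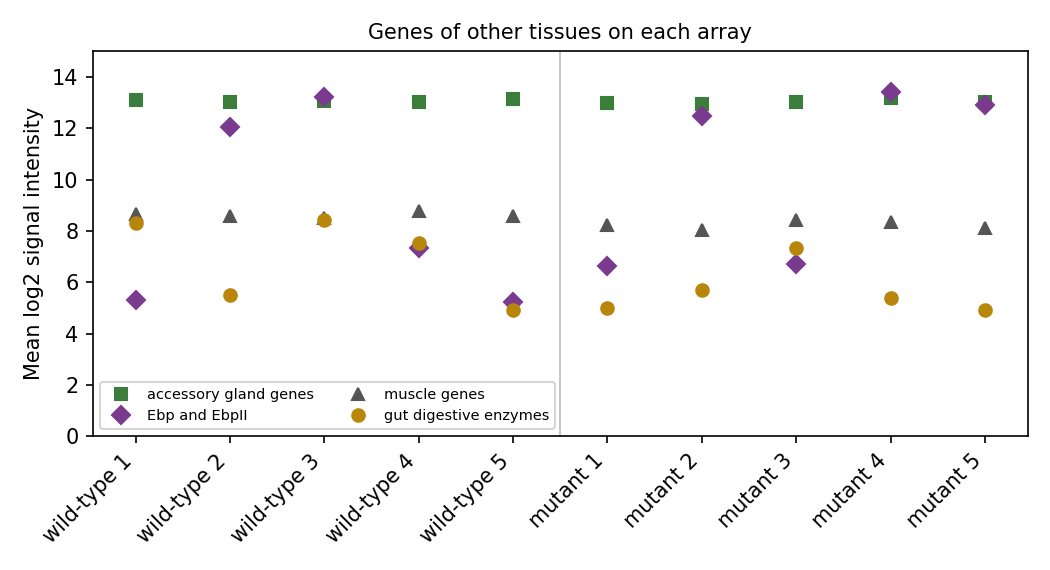
Mean log2 signal intensity (y axis) of 4 groups of genes on each of the 10 arrays (x axis), 1 symbol per group and array. The 13 seminal fluid genes, labelled accessory gland genes, lie between 12.97 and 13.19 on all arrays, whereas *Ebp* and *EbpII* range from 5.25 to 13.41 and the gut digestive enzymes from 4.9 to 8.42.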

For each array, independent RNA from whole testes pooled from 25 animals was used. After quality control and normalization the expression values for each probe set from the five arrays of the same genotype were averaged and the log2-fold change between mutant and wild-type was calculated. A positive log2-fold change corresponds to elevated transcription in *tbrd-1* mutants. Genes with a log2-fold change ≥+1 or ≤−1 were considered to have altered expression. Probe set specific P-values were corrected for testing multiple hypotheses (corrPVal) and used in place of P-value to assess the significance of altered gene expression. At a corrPVal of ≤0.05 642 probe sets showed a statistically relevant change in expression. Of those, 223 genes were up-regulated and 419 genes were down-regulated (Figure S1A and Dataset S1). 

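In *tbrd-1* mutant testes 443 probe sets were down-regulated and 221 were up-regulated, 664 altered probe sets in all. The decreases reached further than the increases, with 101 probe sets down and 30 up by at least 4-fold, and 44 down and 5 up by at least 8-fold. A probe set of *CG13675* fell from a signal intensity of 649 ± 115 (SD, n = 5) to 9 ± 1.22 (SD, n = 5), a level too near background to give the size of the change. Another probe set of this gene, with a higher mean log2 signal over all arrays, had a log2-fold change of -1.24 (standard error 0.15, adjusted p = 9.1e-05 from limma). Its call ended at -1.09 (adjusted p = 0.064 from limma) without the arrays bright in *Ebp* and *EbpII*, an alternative chosen after seeing the data. Wild-type replicates 1, 4 and 5 and mutant replicates 1 and 3 then remained, and the test had less power. A pair of long noncoding RNA genes was also down-regulated, *CR43097* with a log2-fold change of -4.80 and *CR33948* with -4.35. The mutant signal of *CR33948*, 16.6 ± 2.7 (SD, n = 5), was near background, which leaves the size uncertain. Among called probe sets with 1 gene and with all mutant arrays above all wild-type arrays, the largest increase was that of *CR44101*. Its signal intensity was 30 ± 4.12 (SD, n = 5) in wild-type and 448 ± 77.4 (SD, n = 5) in the mutant, a log2-fold change of 3.89. Among other large increases, *CG11893* had a log2-fold change of 3.52 and *CG8301* one of 2.95, and *Arr1*, which encodes an arrestin of photoreceptor cells, increased by 2.86 on the log2 scale.

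Of the down-regulated probe sets, 389 had a lower signal on every mutant array than on every wild-type array, and 218 of the up-regulated ones had a higher signal on every mutant array. Such separation occurs by chance in 0.794% of probe sets and was found in 24% of all probe sets tested. Without the minimum on the fold change, 2751 probe sets were lower and 4052 were higher at an adjusted p of at most 0.05 from limma. With each array centred on its median over all probe sets, which shifts the median log2-fold change by 0.104, 368 probe sets were down-regulated and 295 up-regulated, so that the share of decreases among the altered probe sets was 55.5% in place of 66.7%.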

Raw data were deposited in the GEO database (accession number GSE52511).

**Figure 1:**
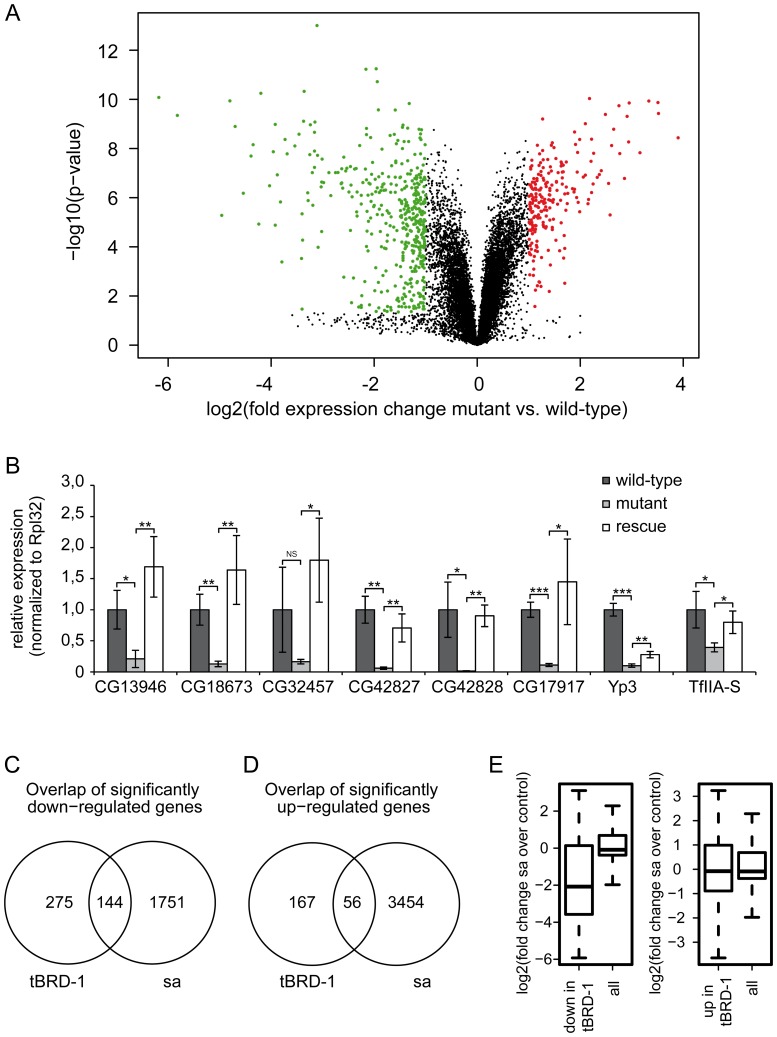
tBRD-1 is required for gene activity in the testis. (A) Distribution of gene expression changes observed when comparing wild-type and *tbrd-1* mutant testis. The volcano plot shows the logarithm of the probability of the t-test as a function of the logarithm of fold change for each reporter on the microarray. Reporter with an absolute log2-fold change ≥1 and a corrected p-value ≤0.05 are plotted in red (up-regulated) and green (down-regulated). (B) Quantitative real-time PCR (qPCR) using cDNA of wild-type, *tbrd-1^1^* and *tbrd-1-eGFP*; *tbrd-1^1^* testes. Transcript levels of *CG13946*, *CG18673*, *CG32457*, *CG42827*, *CG42828, CG17917*, *Yp3* and *TfIIA-S* were significantly reduced in *tbrd-1* mutant testes compared to wild-type and *tbrd-1-eGFP*; *tbrd-1^1^* testes. P-values for significance: * p≤0.05, ** p≤0.01 and *** p≤0.001. NS: not significant. (C,D) Significantly changed genes in *tbrd-1* mutants and *sa* mutants. (C) 144 genes were significantly down-regulated in both *tbrd-1* and *sa* mutants. (D) 56 genes were significantly up-regulated in *tbrd-1* and *sa* mutants. (E) Genes down-regulated (left boxplot) and up-regulated (right boxplot) in *tbrd-1* mutant tested were analyzed for the associated transcriptional changes observed in *sa* mutant testes (all: all genes).

Obviously, tBRD-1 can function in either way: gene activation and repression. 

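Genes with roles outside the germline were found in both directions. Of 80 cytochrome P450 genes, 8 were down-regulated, 3 were up-regulated and 69 did not pass the test, with the same counts when adjusted over the list alone. *Cyp6a17* fell from a signal of 99.6 ± 17.8 (SD, n = 5) to 11.4 ± 1.14 (SD, n = 5), too near background to give the size of the change. *Cyp4e3* had a log2-fold change of 1.70 (standard error 0.35, adjusted p = 0.0029 from limma). *Cyp4g1*, which acts in the synthesis of cuticular hydrocarbons, had a log2-fold change of -2.44 (standard error 0.71, adjusted p = 0.020). Its call ended with the methods' t-test, which the legend of Figure 1A and Dataset S1 name, on the same values (adjusted p = 0.056). It also ended in alternatives chosen after seeing the data. The log2-fold change was -2.28 without the arrays bright in gut enzymes (adjusted p = 0.27 from limma). With gut and duct covariates it was -2.44 (adjusted p = 0.054 from limma). Without the arrays bright in gut enzymes, wild-type replicates 2 and 5 and mutant replicates 1, 2, 4 and 5 remained, and the test had less power. Set against the other genes, the cytochrome P450 genes did not pass the test as a group (median log2-fold change -0.23, adjusted p = 0.059 from limma's camera). The adjusted p was 0.015, 0.025 and 0.046 without wild-type replicates 2, 4 and 5 and 0.011 without mutant replicate 3. It was 0.26 without wild-type replicate 3 and 0.99 with an estimated correlation. Leaving out arrays in tests of lists was chosen after seeing the data.

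Of 34 glutathione S-transferase genes, *GstE1* (log2-fold change -1.58) and *GstD2* (-1.80) were down-regulated and 32 did not pass the test. The call of *GstD2* ended at a log2-fold change of -1.63 (adjusted p = 0.057 from limma) without the arrays bright in *Ebp* and *EbpII*. This alternative, chosen after seeing the data, leaves fewer arrays and so less power. Of 101 cuticle protein genes, 4 were up-regulated and 4 down-regulated, among them *TwdlP* with a log2-fold change of 2.22 and *Cpr66Cb* with -3.21 and *Cpr65Ec* with -2.01. Both counts were the same when adjusted over each list alone. Neither list passed the test against the other genes (adjusted p = 0.60 for the transferases and 0.21 for the cuticle proteins, from camera). The cuticle proteins passed it without wild-type replicate 5 (adjusted p = 0.046 from camera), but had an adjusted p of 0.99 with an estimated correlation on all arrays. Of 34 ribosomal protein genes, *RpS28a* was past the threshold with a log2-fold change of -1.34, and a dimmer probe set of *RpS29* had 1.07 while its brighter one, used for the list, had -0.07. The median of that list was 0.00. *Yp3* was the single one of 7 fat body genes, whose median was 0.16 and whose mean was -0.44. None of 10 antimicrobial peptide and Turandot genes, 3 heat shock genes and 16 accessory gland and ejaculatory duct genes passed the threshold, with medians of 0.07, 0.32 and -0.05, the last beside a mean of 0.17. At an unadjusted p under 0.05 from limma 1, 3 and 2 of these genes differed, and the methods' t-test called 0. Without the fold minimum, at an adjusted p of at most 0.05 from limma, 0, 3 and 1 of them were higher and 0, 0 and 1 lower.

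None of 15 muscle genes passed the threshold, with 9 at an unadjusted p under 0.05 and 0 called by the methods' t-test. Without the fold minimum 7 of the muscle genes were lower and 0 higher at an adjusted p of at most 0.05 from limma. As a list they were lower in the mutant, with a median log2-fold change of -0.39 (adjusted p = 0.034 from camera). The adjusted p from camera was 0.99 with an estimated correlation and 0.096 without the arrays bright in gut enzymes, where fewer arrays remained. It was 0.0031 from limma's fry. Of 100 splits of the 10 arrays, the real one included, 89 gave as many lists of any kind past camera's threshold. The camera adjusted p was 0.053, 0.066 and 0.052 without wild-type replicate 1, mutant replicate 2 and mutant replicate 5. None of 32 gut digestive enzyme genes passed, although their median log2-fold change was -1.36 (adjusted p = 0.21 from camera). For example, *Jon99Fi*, a digestive protease gene, had a signal intensity of 1680 ± 2070 (SD, n = 5) in wild-type and 69.2 ± 131 (SD, n = 5) in the mutant, with the higher values on the arrays bright in gut enzymes. It was called with array quality weights in the fit. In this list 6 genes had an unadjusted p under 0.05 and the methods' t-test called 0. Without the fold minimum 3 genes of the list were higher and 0 lower at an adjusted p of at most 0.05 from limma. Its adjusted p from camera was 0.032 without wild-type replicate 5 and 0.031 without mutant replicate 3. It was 0.47 without wild-type replicate 3 and 0.99 with an estimated correlation. Without the 4 arrays bright in gut enzymes 403 probe sets were down-regulated and 238 up-regulated over all genes, an alternative chosen after seeing the data.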

The *tbrd-1^1^* allele was generated by remobilization and subsequent integration of P(EPgy2)^EY02323^ into the *tbrd-1* gene [19]. As expected *tbrd-1* itself was significantly down-regulated in *tbrd-1* mutant testes. In addition, in *tbrd-1* mutant testes a significant up-regulation of the *white* gene was detectable due to the integration of P(EPgy2)^EY02323^ (bearing the *white* gene) in *tbrd-1^1^* (Dataset S1). 

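The signal of *tbrd-1* (CG13597, chromosome arm 3R) was 787 ± 140 (SD, n = 5) in wild-type testes and 13.8 ± 2.28 (SD, n = 5) in *tbrd-1* mutant testes. This is a log2-fold change of -5.83 (standard error 0.15, adjusted p = 4.4e-10 from limma). On the wild-type arrays the signal ran from 630 to 975 and on the mutant arrays from 10 to 16, so that every mutant array lay below every wild-type array (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 arrays allow). In wild-type *tbrd-1* was brighter than 83.6% of probe sets, and in the mutant than 12.9%, so near background that the size of the decrease is uncertain. *TfIIA-S*, which precedes *tbrd-1* in the gene order of the Release 6 assembly, had a signal of 1430 ± 157 (SD, n = 5) in wild-type and 625 ± 67.4 (SD, n = 5) in the mutant, a log2-fold change of -1.20 (standard error 0.09, adjusted p = 2.4e-06 from limma). *CR46402*, a pseudogene, follows *tbrd-1* and has no probe set of its own in the annotation used.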

Quantitative real-time PCR (qPCR) using cDNA of wild-type and *tbrd-1^1^* testes was carried out to validate the results of the microarray experiments (Figure 1B and Figure S1B).

Recently, we showed that *tbrd-1^1^* homozygous males and *tbrd-1^1^/Df(3R)ED10893* or *tbrd-1^1^/Df(3R)Exel9014* trans-heterozygous males shared the same phenotype. In addition, we showed that expression of the fusion protein tBRD-1-eGFP in *tbrd-1^1^* mutants rescues male sterility [19]. Nevertheless, to exclude a “second hit” on the *tbrd-1^1^* mutant chromosome, qPCRs using cDNA from *tbrd-1-eGFP*; *tbrd-1^1^* testes were also performed here. Transcript levels of *CG13946*, *CG18673*, *CG32457*, *CG42827*, *CG42828* (note: annotation *CG6784* split into *CG42827* and *CG42828* in release 5.30 of the genome annotation FlyBase Genome Annotators, 2010), *CG17917*, *Yp3*, and *TfIIA-S* were significantly reduced in *tbrd-1* mutant testes compared to wild-type and *tbrd-1-eGFP*; *tbrd-1^1^* testes (Figure 1B). Clearly, the reduced transcript levels are the result of the *tbrd-1* mutation since testes of *tbrd-1-eGFP*; *tbrd-1^1^* flies exhibit similar or even higher transcript levels than wild-type testes.

*TfIIA-S* is the neighboring gene of *tbrd-1* and encodes a transcription factor. We thus performed qPCRs to exclude that the *TfIIA-S* gene region itself is affected (by remobilization and subsequent integration of P(EPgy2)^EY02323^) in *tbrd-1* mutants. However, the transcript levels of *TfIIA-S* were reduced in *tbrd-1^1^* testes but not in *tbrd-1-eGFP*; *tbrd-1^1^* testes (Figure 1B). Apparently remobilization and subsequent integration of P(EPgy2)^EY02323^ in *tbrd-1^1^* flies did not affect the *TfIIA-S* gene itself. In addition, qPCRs revealed that the transcript levels of up-regulated genes such as *CG31750* (note: formerly known as *Gr36d*; FlyBase curator comment: Gene symbol reverted back to CG symbol because this gene is no longer considered a member of the gustatory receptor (Gr) superfamily [25]), *cutlet*, *TwdlV* and *CG1441* were enriched in *tbrd-1* mutant testes compared to wild-type and *tbrd-1-eGFP*; *tbrd-1^1^* testes (Figure S1B).

Our microarray analyses showed that tBRD-1 is directly or indirectly involved in gene expression within the testis. 

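The genes followed by qPCR differed between wild-type and *tbrd-1* mutant arrays in both directions. *CG13946* fell from a signal of 4720 ± 474 (SD, n = 5) to 182 ± 115 (SD, n = 5), a log2-fold change of -4.95 (standard error 0.40, adjusted p = 3.2e-06 from limma). *CG18673*, now named *CAH5* as a carbonic anhydrase gene, fell from 740 ± 136 (SD, n = 5) to 28.4 ± 3.85 (SD, n = 5), a log2-fold change of -4.69. *Yp3*, a yolk protein gene, fell from 546 ± 195 (SD, n = 5) to 37 ± 5.83 (SD, n = 5), a log2-fold change of -3.80. *CG31750*, listed as *Grl36a* in the gene table, rose from 13.4 ± 1.14 (SD, n = 5) to 150 ± 14.4 (SD, n = 5), a log2-fold change of 3.49 (standard error 0.08, adjusted p = 3.0e-10 from limma). Its wild-type signal was near background, which leaves the size uncertain.

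*CG32457* had a log2-fold change of -4.54 (standard error 0.28, adjusted p = 4.4e-07), *CG17917* of -3.93 and the adjacent genes *CG42827* and *CG42828* of -4.24 and -3.39. Each of these genes and *CG13946* was lowest among the mutants on mutant replicate 5, where *CG13946* had a signal of 55, as compared with 342 on mutant replicate 3. Among the other increases *cutlet* had a log2-fold change of 2.91, the cuticle protein gene *TwdlV* of 2.74 and *CG1441* of 2.57 (adjusted p = 1.2e-09, 6.0e-10 and 3.6e-06 from limma). *RpL32*, the qPCR standard, had a signal of 9430 ± 532 (SD, n = 5) in wild-type and 9520 ± 478 (SD, n = 5) in the mutant (adjusted p = 0.88 from limma). For each of the genes other than *RpL32*, every mutant array lay on the same side of every wild-type array. From the changed transcript levels in mutant testes, the paper concludes that tBRD-1 is involved, directly or indirectly, in gene expression in the testis.

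**Figure D2:**
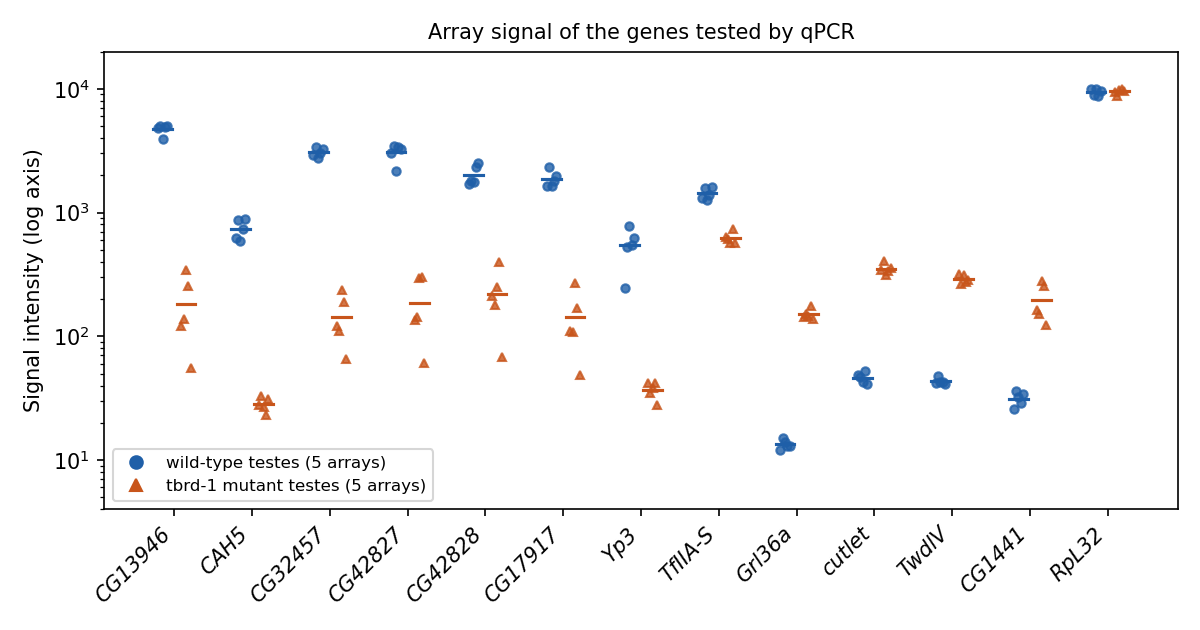
Signal intensity on each array (y axis, log scale) of 13 genes measured by qPCR, *TfIIA-S* included (x axis), with circles for 5 wild-type and triangles for 5 *tbrd-1* mutant arrays and a bar at each mean. *CG13946* lies at 3890 to 5010 in wild-type and at 55 to 342 in the mutant, while the *RpL32* arrays of both genotypes overlap.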

Here, we concentrated on the down-regulated probe sets that reflect genes directly or indirectly activated by tBRD-1. 391 of the 419 down-regulated probe sets matched annotated protein-coding genes in FlyBase [26]. Among these 391 probe sets 157 (40.2%) corresponded to a characterized gene having a specific name, while 234 (59.8%) matched only to CG numbers. 

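Of the 443 down-regulated probe sets, 394 were paired with 1 gene. In the gene table, 386 of these probe sets have a protein-coding gene and 6 a long noncoding RNA gene. Of the 386 probe sets of protein-coding genes, 190 (49.2%) had a specific gene name and 196 (50.8%) a CG number only. Named genes ranged from *Rnf11*, a RING finger gene, to *esg*, a zinc finger transcription factor gene active in stem cells of the testis. *Rnf11* had a log2-fold change of -4.03 (standard error 0.23, adjusted p = 2.3e-07 from limma), but another, dimmer probe set of the gene gave -0.36 (adjusted p = 0.20). The genes known only by a number included *CG18682*, with a log2-fold change of -3.97, and *CG4998* with -3.93. The signal of *CG11357* fell from 173 ± 8.26 (SD, n = 5) to 9.6 ± 1.14 (SD, n = 5), too near background to give the size of the change. Among the 182 up-regulated probe sets with 1 gene, 93 (51.1%) had a CG number only. For all probe sets with 1 gene that share was 41.5%. With 1 probe set per gene, the 367 down-regulated genes had a CG number only more often than the other genes (odds ratio 1.29, two-sided Fisher's exact test, p = 0.019).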

To determine when the corresponding transcripts are detectable during spermatogenesis the 391 probe sets were analyzed using the “*Drosophila spermatogenesis expression database*” (http://mnlab.uchicago.edu/sppress/) [27]. This analysis revealed that 66.2% of the transcripts were enriched in post-meiotic male germ cells and 21.2% in meiotic cells. A few transcripts (8.7%) were enriched in mitotic cells and 3.8% could not be found in this database.

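In *tbrd-1* mutant testes *mia* and *Taf12L* were up-regulated and *can* was down-regulated among 5 tTAF genes, and *vis* was up-regulated among 8 tMAC genes. Another, dimmer probe set of *Taf12L* gave a log2-fold change of 0.07 (adjusted p = 0.46 from limma). Of 16 cup and comet genes, which are transcribed after meiosis, *s-cup* was down-regulated and 15 did not pass the threshold, with a median log2-fold change of -0.08. Of 14 genes of the sperm tail and axoneme, *dj* was up-regulated, from a signal of 1360 ± 161 (SD, n = 5) to 2870 ± 61.9 (SD, n = 5), and 13 did not pass. None of 8 sperm chromatin genes, *Mst77F*, *Tpl94D* and *tHMG1* among them, passed the threshold, and their median log2-fold change was 0.20. Of 10 genes of germline stem cells and spermatogonia, *esg* was down-regulated and 9 did not pass. The log2-fold change of *esg* was -2.61 (standard error 0.16, adjusted p = 3.8e-07 from limma). Its mutant signal of 16.2 ± 2.59 (SD, n = 5) was near background, which leaves the size uncertain.

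The log2-fold change of *dj* was 1.09 (standard error 0.08, adjusted p = 1.9e-06 from limma). That of *s-cup* was -1.04 (standard error 0.10, adjusted p = 1.6e-05), but another probe set of *s-cup* gave 0.11. The call ended with median centring and without mutant replicate 2. In alternatives chosen after seeing the data, it also ended without the arrays bright in gut enzymes and without those bright in *Ebp* and *EbpII*. Over all settings its log2-fold change lay between -1.11 and -0.94, so that it crossed the fold minimum by little. Below the fold minimum, *h-cup* had a log2-fold change of -0.78, *f-cup* of -0.59, *schuy* of -0.54 and *Tektin-A* of 0.87, each at an adjusted p of at most 0.05. Without that minimum 7 of the cup and comet genes were lower and 3 higher.

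None of 5 meiotic cell cycle genes, 8 individualization genes, 4 sperm leucyl aminopeptidase genes, 13 testis-specific proteasome genes, 12 testis-enriched mitochondrial genes, 7 Y-linked fertility genes and 7 cyst cell and hub genes passed the threshold. Their median log2-fold changes were 0.11, 0.00, 0.11, 0.15, 0.03, -0.06 and -0.06. At an unadjusted p under 0.05 from limma, 3, 5, 2, 9, 5, 3 and 4 of them differed, and 5 of the sperm chromatin genes, while the methods' t-test, which the legend of Figure 1A and Dataset S1 name, called 0 in each of these lists. Without the fold minimum, at an adjusted p of at most 0.05 from limma, 1, 3, 1, 6, 3, 1 and 2 were higher. In the same order 2, 2, 0, 2, 2, 1 and 1 were lower, and of the sperm chromatin genes 5 were higher and 0 lower. Counts past the threshold, adjusted over each list alone, were the same for every list. No list named here passed the test against the other genes (adjusted p from 0.21 to 0.97 from limma's camera). For the stem cell and the meiotic cell cycle genes the mean log2-fold changes of -0.19 and -0.12 differed in sign from the medians of 0.13 and 0.11.

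**Figure D3:**
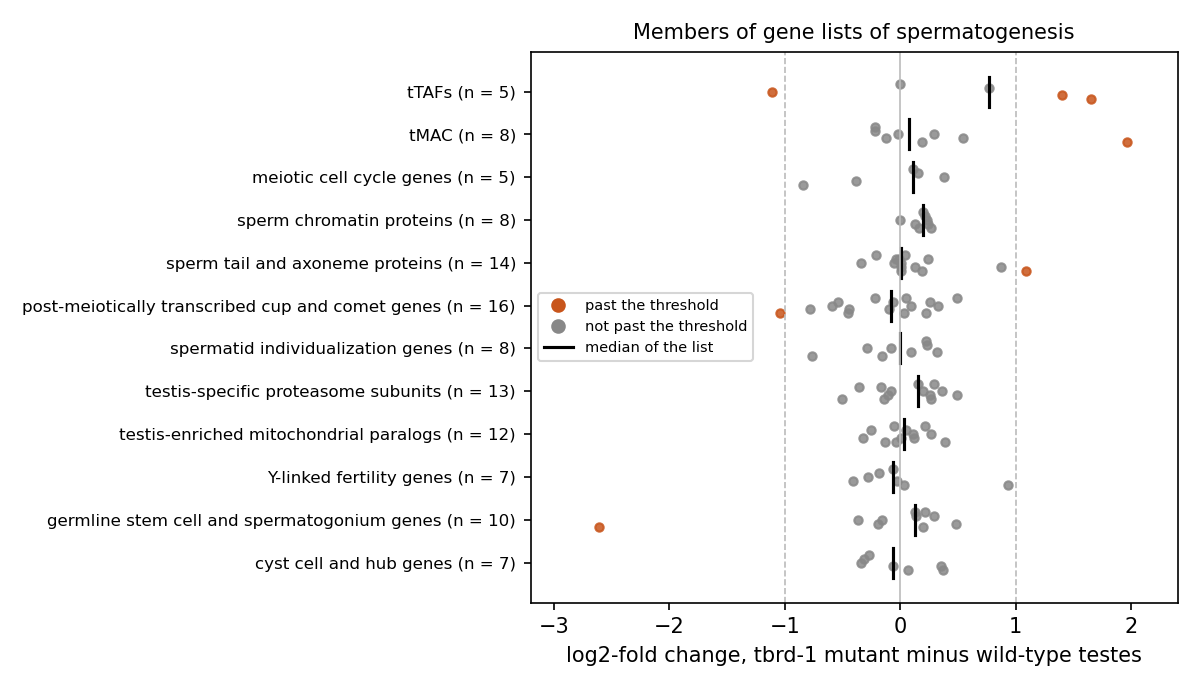
Log2-fold change, mutant minus wild-type (x axis), of the members of 12 gene lists (y axis), 1 point per gene, with a black line at the median of each list and dashed lines at the fold threshold. Points past the threshold, such as *esg* at -2.61 and *dj* at 1.09, are coloured.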

Our microarray data nicely demonstrated that tBRD-1 is indeed involved in gene activation in the testis and the majority of the corresponding transcripts accumulated in post-meiotic cells. Since tBRD-1 expression is restricted to primary spermatocytes we propose that in these cells tBRD-1 is mainly required to activate genes whose transcripts become translationally repressed until post-meiotic stages. This fits well with the post-meiotic phenotype of *tbrd-1* mutants.

Next, we compared our microarray data with available data sets of *sa* mutant testes (GSE48837) [28]. We observed big differences between both transcriptomes, but also a subset of common target genes (Figure 1C,D). In *tbrd-1* mutant testes, 419 genes were significantly down-regulated. Of these 144 (34.4%) were also down-regulated in *sa* mutant testis (Figure 1C). In contrast, among the 223 significantly up-regulated *tbrd-1* target genes only 56 genes (24.1%) were also up-regulated in *sa* mutant testes (Figure 1D). We determined the significance of the observed overlaps using the hypergeometric probability distribution. In case of the up-regulated genes we only found a modest albeit significant enrichment of the observed overlap over the expected overlap (1.3-fold, p<1.22e-05). In contrast, we observed a 3.4-fold enrichment in case of the down-regulated genes (p<3.55e-41). Similarly, we analyzed the relationship between genes down-regulated in *tbrd-1* and *sa* mutant testes in a more quantitative fashion (Figure 1E). In general, genes down-regulated in *tbrd-1* mutant testes were also down-regulated in *sa* mutant testes (Figure 1E, left). In contrast, genes up-regulated in *tbrd-1* mutant testes were not specifically de-regulated in *sa* mutant testes (Figure 1E, right). Indeed, tBRD-1 and Sa share a subset of common target genes, implying that tBRD-1 acts together with tTAFs to activate a subset of genes with relevance for spermiogenesis.

### tBRD-2 and tBRD-3 constitute two new types of BET proteins in *Drosophila*

Besides tBRD-1 with two widely spaced bromodomains (amino acid 55 to 127 and 336 to 409) (Figure 2A and [19]) the *Drosophila* genome encodes two further as yet uncharacterized testis-specific bromodomain containing proteins. The *Drosophila CG7229* gene encodes a 674 amino acid protein of 74.6 kDa (Flybase) [26] with a predicted N-terminal bromodomain (amino acid 47 to 119), a NET domain (amino acid 362 to 443) (Prosite database) [29] and a SEED motif (amino acid 580 to 660) [20] (Figure 2B). The *Drosophila CG30417* gene encodes a 268 amino acid protein of 30.6 kDa (Flybase) [26] with a predicted N-terminal bromodomain (amino acid 28 to 100) and a NET domain (amino acid 181 to 261) (Prosite database) [29] (Figure 2C). Beyond the N-terminal bromodomains and the NET domains all three tBRD proteins show no sequence similarity.

**Figure 2:**
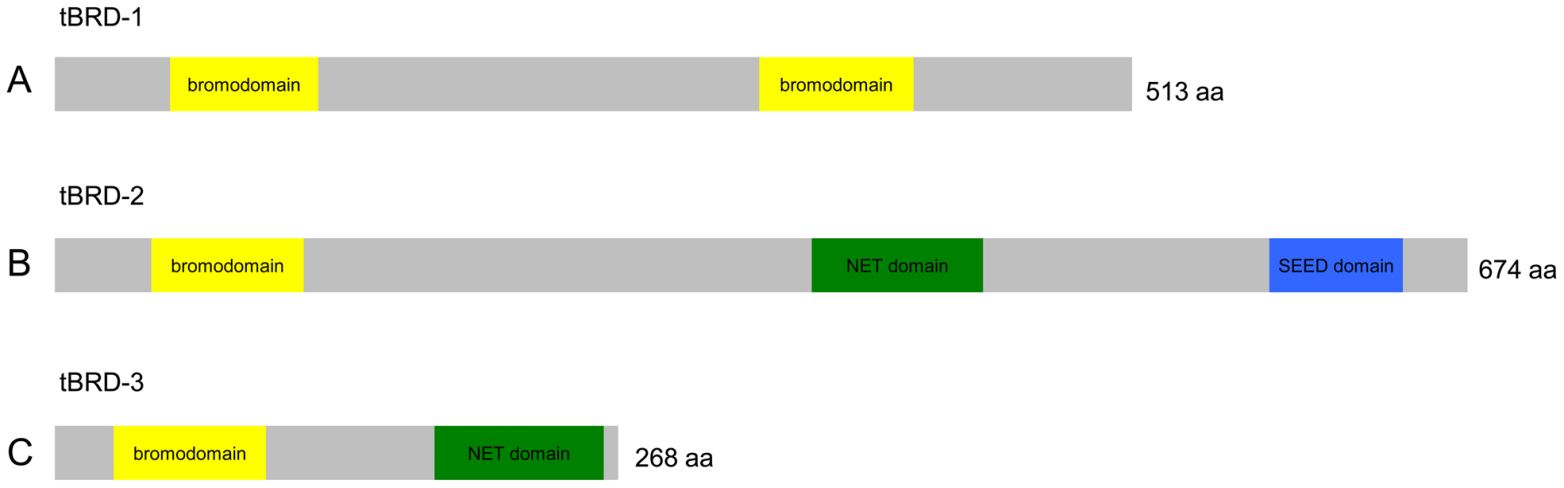
tBRD-2 and tBRD-3 represent two new types of BET proteins. Scheme of full-length tBRD-1 (A), tBRD-2 (B) and tBRD-3 (C) proteins. Bromodomains are indicated in yellow, NET domains in green and the SEED domain in blue.

RT-PCR analyses revealed that *CG7229* and *CG30417* transcripts are predominantly detectable in male gonads (Figure S2A,B). Affymetrix expression data also indicate an enrichment of both transcripts in the testis (Flyatlas: the *Drosophila* gene expression atlas) [30]. Consequently, we renamed CG7229 tBRD-2 and CG30417 tBRD-3 (testis-specifically expressed bromodomain-containing protein-2 and 3) and the corresponding genes *tbrd-2* and *tbrd-3*. In animals, proteins of the BET family have two bromodomains and an ET domain [20]. tBRD-2 and tBRD-3 are different since both have only a single N-terminal bromodomain. Additionally, tBRD-2 has a typical ET domain comprising a NET domain, an intervening sequence and a C-terminal SEED motif, whereas tBRD-3 has only the conserved NET domain of the ET domain. Beyond the bromodomains and the ET domains, tBRD-2 and tBRD-3 proteins show no sequence similarity to human or plant BET protein family members. We propose that tBRD-2 and tBRD-3 constitute two new members of the BET protein family in *Drosophila* that more resemble BET proteins in plants.

### tBRD-1, tBRD-2 and tBRD-3 largely co-localize at the chromosome territories in primary spermatocytes

Recently, we showed that tBRD-1 is specifically expressed in primary spermatocytes, strongly localizing to the nucleolus, with lower amounts distributed over the partially condensed chromosomes [19] (Figure 3A′). Within the nucleoplasm tBRD-1 localizes to several nuclear speckles of unknown function. Within the scope of the experiments described here we focused on the chromosomal localization of tBRD-1, tBRD-2 and tBRD-3 in primary spermatocytes. To analyze the subcellular localization of tBRD-2 we generated *tbrd-2-eGFP* transgenic flies that express the fusion protein under the control of the endogenous gene regulatory regions. To analyze tBRD-3 we raised a peptide antibody (aa 175 to aa 189). The specificity of the antibody was confirmed by a peptide-blocking assay (Figure S3).

**Figure 3:**
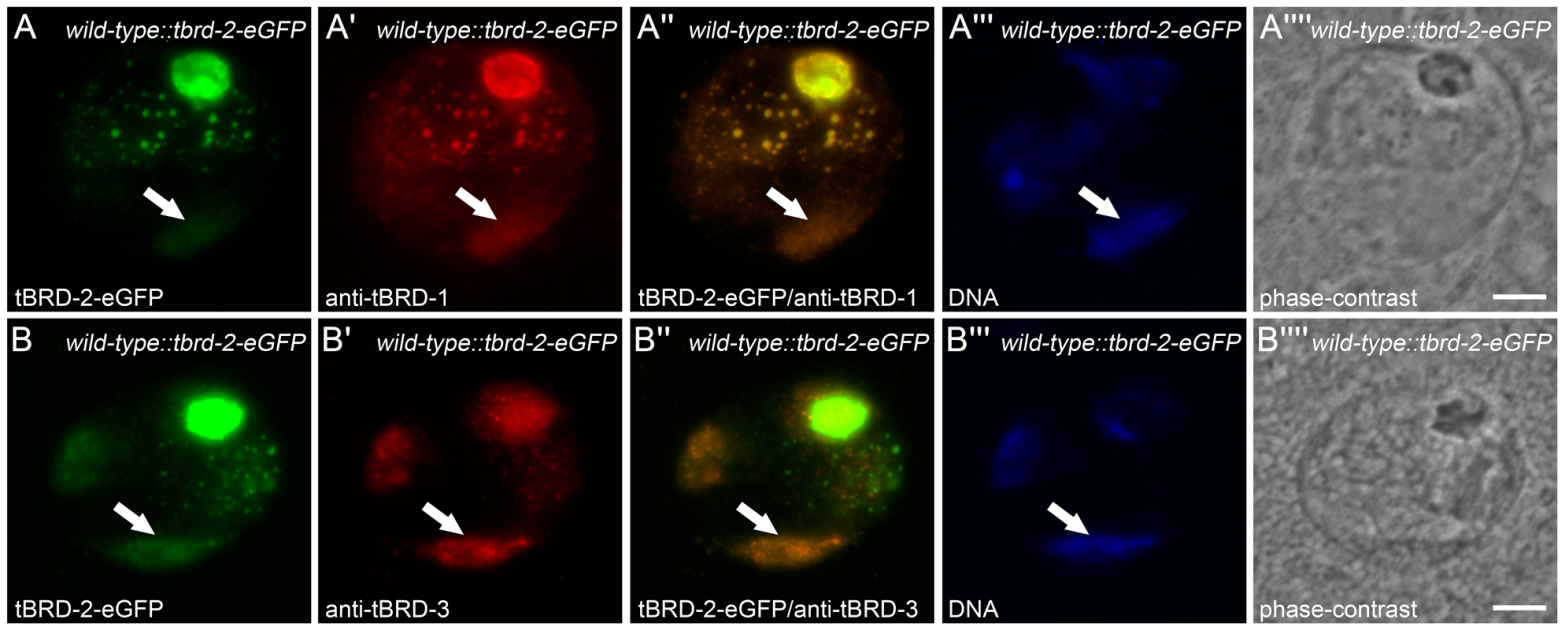
In primary spermatocytes tBRD-2 co-localizes with tBRD-1 and tBRD-3. Single primary spermatocyte nuclei of flies expressing tBRD-2-eGFP stained with anti-tBRD-1 (A panels) or anti-tBRD-3 (B panels). (A,B) tBRD-2-eGFP was visible over the chromosome territories (arrows). tBRD-2-eGFP partially co-localizes with tBRD-1 (A″) and tBRD-3 (B″) over the chromosomes (arrows). (A′″,B′″) Hoechst DNA staining. (A″″,B″″) Phase-contrast images. Scale bars: 5 µm.

Examination of mature spermatocytes expressing tBRD-2-eGFP (Figure 3A,B) or immunostained with anti-tBRD-3 (Figure 3B′) revealed that, like tBRD-1, tBRD-2 and tBRD-3 localize to the partially condensed chromosomes (Figure 3A,B,B′, arrows). Thus, in primary spermatocytes tBRD-1, tBRD-2 and tBRD-3 largely co-localize and might cooperate in transcription of spermatogenesis-relevant genes. Recently, we could show that proper protein distribution of tBRD-1 in spermatocytes required wild-type function of tTAFs [19]. Likewise, immunofluorescence staining of *sa^2^* mutant testes showed that localization of tBRD-2-eGFP and tBRD-3 is altered in homozygous *sa^2^* mutant spermatocytes (Figure S4B and Figure 4B′). The localization to the nucleolus was strongly reduced, increased signals were visible within chromosome territories and nuclear speckles were hardly detectable. However, despite the altered distribution of tBRD-1, tBRD-2 and tBRD-3, co-localization of tBRD-2 and tBRD-3 with tBRD-1 was still detectable over the chromosomes in homozygous *sa^2^* mutant testes (Figure S4B″ and Figure 4B″, arrows). Clearly, tTAF Sa is not required for recruiting tBRD-1, tBRD-2 or tBRD-3 to chromosomes.

**Figure 4:**
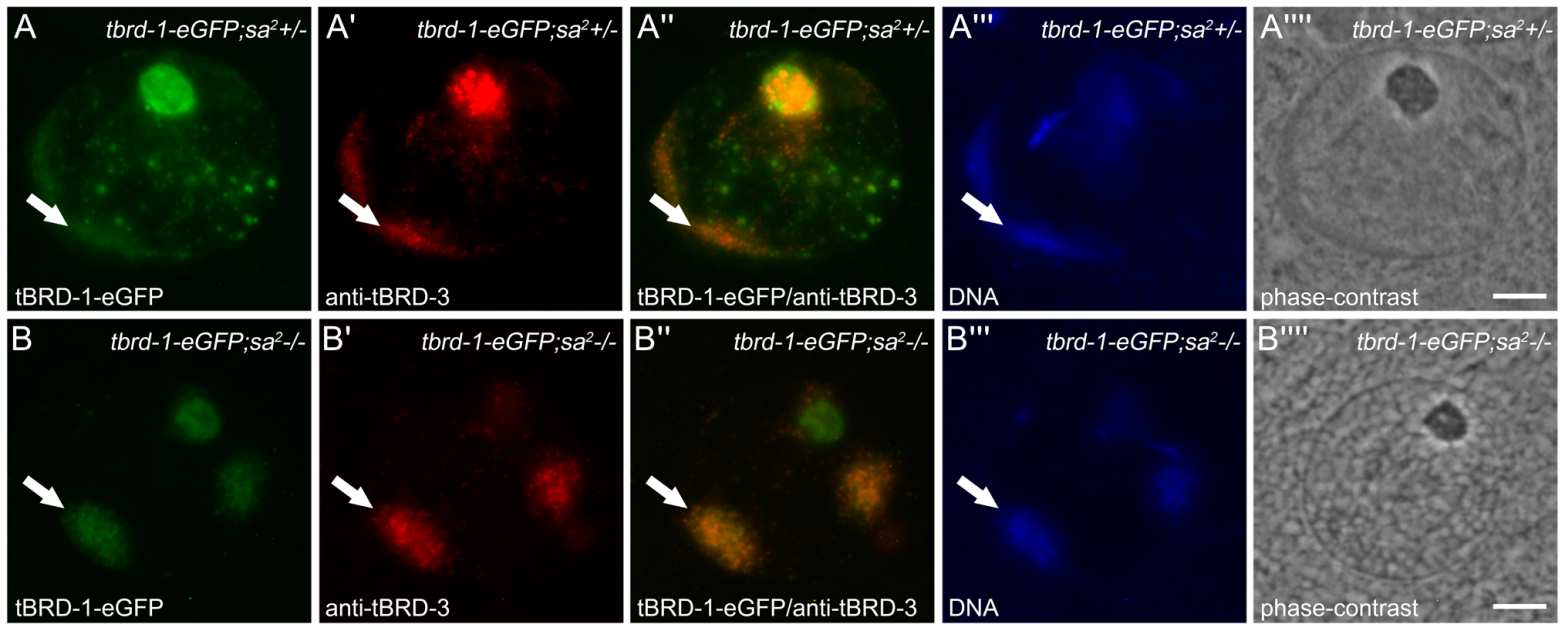
Recruitment of tBRD-1 and tBRD-3 to chromatin is independent of tTAF Sa. Single primary spermatocytes from heterozygous (A panels) and homozygous *sa^2^* (B panels) mutants that express tBRD-1-eGFP stained with anti-tBRD-3 antibody. (A″,B″) In heterozygous and homozygous *sa^2^* mutant spermatocytes tBRD-3 partially co-localizes with tBRD-1-eGFP over the chromosomes (arrows). (A′″,B′″) Hoechst DNA staining. (A″″,B″″) Phase-contrast images. Scale bars: 5 µm.

Analyses of homozygous *tbrd-1* mutant testes demonstrated that protein distributions of tBRD-2 and tBRD-3 are altered in primary spermatocytes (Figure 5B,B′). As above, localization to the nucleolus was strongly reduced and nuclear speckles were hardly detectable. However, both proteins continued to co-localize over the chromosomes, although in a severely reduced manner (Figure 5B–B″, arrows) (note: *tbrd-2* and *tbrd-3* transcripts are not significantly down-regulated in *tbrd-1* mutant testes). 

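On the arrays, *tbrd-2* (CG7229) had a signal of 666 ± 158 (SD, n = 5) in wild-type testes and of 943 ± 126 (SD, n = 5) in *tbrd-1* mutant testes. Its log2-fold change was 0.52 (standard error 0.15, adjusted p = 0.022 from limma), below the fold minimum, so that *tbrd-2* was not called. *tbrd-3* (CG30417) had a signal of 424 ± 66.2 (SD, n = 5) in wild-type and of 391 ± 32.2 (SD, n = 5) in the mutant, a log2-fold change of -0.11 (standard error 0.11, adjusted p = 0.44 from limma).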

Obviously, tBRD-1 is not absolutely essential for recruitment of tBRD-2 and tBRD-3 to chromosomes and their co-localization, but might increase and/or stabilize their binding to chromatin.

**Figure 5:**
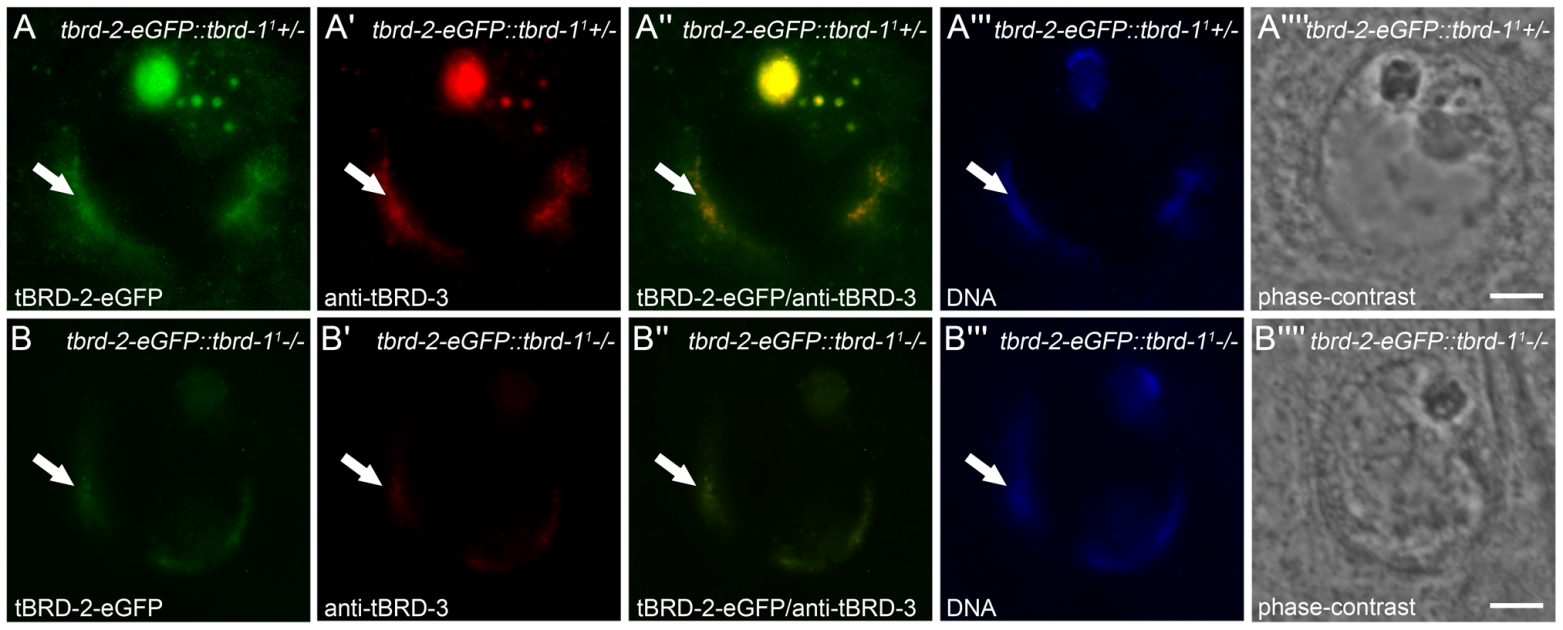
tBRD-1 is not essential for co-localization of tBRD-2 and tBRD-3. Single primary spermatocytes from heterozygous (A panels) and homozygous *tbrd-1^1^* (B panels) mutants that express tBRD-2-eGFP stained with anti-tBRD-3 antibody. (B″) Partial co-localization of tBRD-2-eGFP and tBRD-3 over the chromosomes (arrows) was still detectable in homozygous *tbrd-1^1^* mutant spermatocytes. (A′″,B′″) Hoechst DNA staining. (A″″,B″″) Phase-contrast images. Scale bars: 5 µm.

### The acetylation status influences the localization of tBRD-1, tBRD-2 and tBRD-3 in primary spermatocytes

Previously, we could show that the distribution of tBRD-1 in primary spermatocytes changed after inhibitor treatment of cultured germ cells with trichostatin A (TSA) or anachardic acid (AA) [19]. Treatment of cells with TSA inhibits histone deacetylases (HDACs) and leads to a significant increase of histone H4 acetylation in primary spermatocytes, while AA leads to a dramatic decrease in acetylation by inhibiting histone acetyltransferases (HATs) [19], [31], [32]. Here, we treated pupal testes of *tbrd-2-eGFP* transgenic flies with either TSA or AA and subsequently performed immunofluorescence staining using an anti-tBRD-1 antibody (Figure 6). Increased or decreased acetylation was confirmed by an anti-histone H4ac antibody (Figure S5).

**Figure 6:**
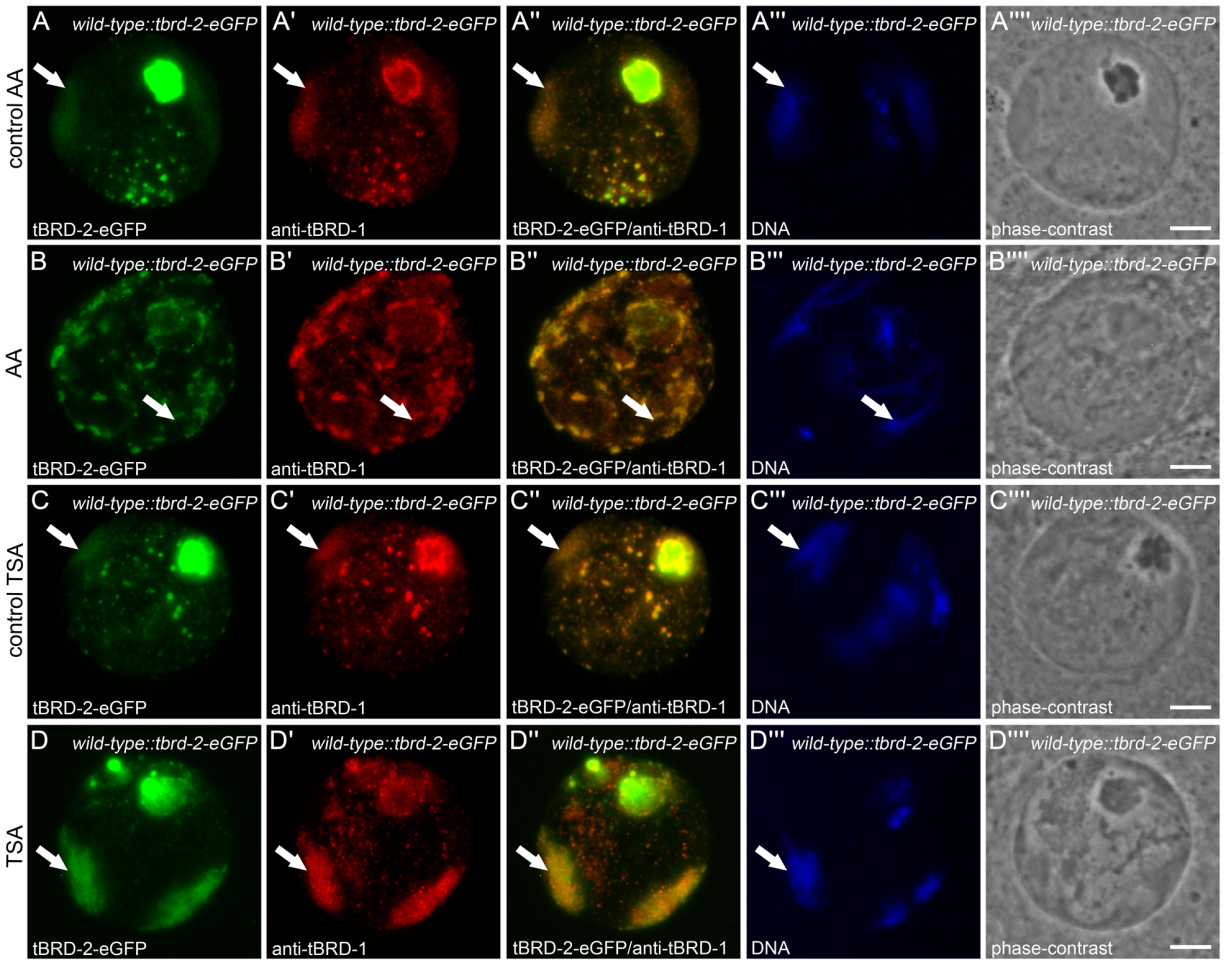
Acetylation levels in primary spermatocytes influences tBRD-2-eGFP localization. Pupal testis of tBRD-2-eGFP expressing flies were treated with anacardic acid (AA) (B panels) or TSA (D panels) for 24 hours in culture and afterwards spermatoyctes were stained with an antibody against tBRD-1. (A and C panels) Untreated control. (B) Incubation of testis with AA led to a spotted pattern of tBRD-2-eGFP at chromosome territories (arrow) compared to the control (A). (D) TSA treatment led to increased localization of tBRD-2-eGFP to the chromosomes (arrow) compared to the control (C). (B″,D″) Partial co-localization of tBRD-2-eGFP and tBRD-1 was not affected by AA or TSA treatment. (A′″,B′″,C′″,D′″) Hoechst DNA staining. (A″″,B″″,C″″,D″″) Phase-contrast images. Scale bars: 5 µm.

After treatment with AA, tBRD-2-eGFP and tBRD-1 distribution at the chromosomes was dramatically altered (Figure 6B,B′, arrows) compared to control spermatocytes (Figure 6A,A′, arrows). Treatment with TSA led to increased tBRD-2-eGFP and tBRD-1 localization to the chromosomes (Figure 6D,D′, arrows). Interestingly, an increase or decrease in acetylation had no effect on the overall co-localization of tBRD-1 and tBRD-2-eGFP (Figure 6B″,D″). This indicates that tBRD-1 and tBRD-2 interact in primary spermatocytes independently from the acetylation level.

Immunofluorescence staining using an anti-tBRD-3 antibody after TSA treatment of pupal testes from *tbrd-1-eGFP* transgenic flies led to similar results (Figure S6); tBRD-3 localization to the chromosomes increased (Figure S6D′, arrow) and co-localization with tBRD-1-eGFP was still visible (Figure S6D″). However, after AA treatment co-localization between tBRD-3 and tBRD-1 was no longer detectable (Figure S6B″). This implies that co-localization of tBRD-1 and tBRD-3 is acetylation dependent. These data indicate that proper recruitment of tBRD-1, tBRD-2 and tBRD-3 to chromatin depends on defined acetylation levels in primary spermatocytes.

### tBRD-1 can interact with tBRD-2, tBRD-3 and tTAFs

The data above point to an interdependency of several tBRDs and tTAFs. Hence, we reasoned that they might interact with each other at the protein level. To analyze whether tBRD-1, tBRD-2, tBRD-3 and the five tTAFs can form homodimers or heterodimers among each other, we performed yeast two-hybrid analyses. Every coding region was inserted into both the pGBKT7 expression vector (expresses a fusion protein of the GAL4 DNA-binding domain (DBD) and a bait protein) and the pGADT7 expression vector (expresses a fusion protein of the GAL4 activation domain (AD) and a prey protein). This enabled us to test each protein acting either as bait or prey. When bait and the prey fusion proteins interact, the DBD and AD are brought into close proximity and subsequently activate reporter genes, e.g. *lacZ*, leading to colony growth and blue color. Some proteins also possess intrinsic DNA-binding and/or transcriptional activating properties (self-activity). Therefore, each DBD-bait and AD-prey fusion protein was also tested in combination with an empty pGADT7 or pGBKT7 expression vector (Figure 7C–F,J,K and Figure S7).

**Figure 7:**
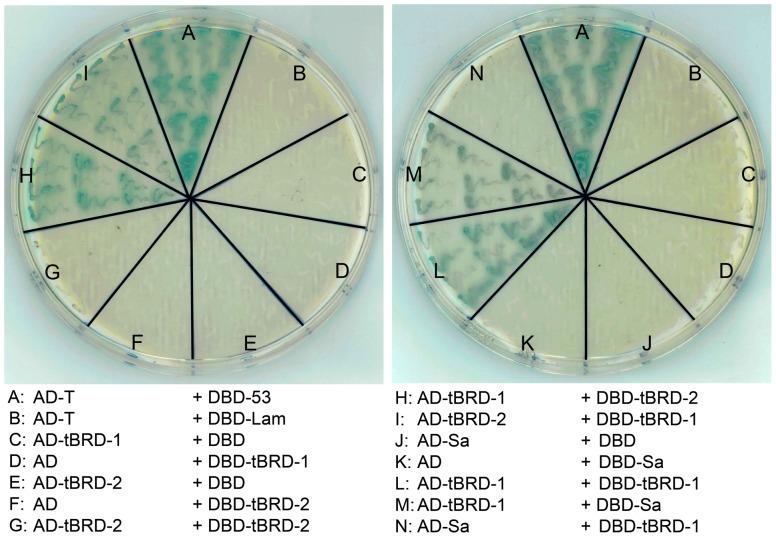
tBRD-1 interacts with tBRD-2 and the tTAF Sa in yeast two-hybrid experiments. (A) Positive control (DBD-53+AD-T). (B) Negative control (DBD-Lam+AD-T). (C–F, J,K) tBRD-1, tBRD-2 and Sa fusion proteins showed no self-activity. (G) No homodimerization of tBRD-2 was detectable. (H,I) tBRD-1 and tBRD-2 heterodimer formation was visible. (L) tBRD-1 was able to homodimerize. (M,N) tBRD-1 and Sa could only interact when Sa was acting as the bait.

Additionally, a positive (DBD-53+AD-T) and a negative (DBD-Lam+AD-T) control was included on each plate (Figure 7 and Figure S7). DBD-53 encodes a fusion protein between the DBD and murine p53, AD-T encodes a fusion protein between the AD and the SV40 large T-antigen, and DBD-Lam encodes a fusion protein between the DBD and human lamin C. SV40 large T-antigen is known to interact in yeast two-hybrid assays with murine p53 [33], [34] but not with Lamin C [35], [36]. With the exception of DBD-Can (Figure S7E) no self-activity was observed (Figure 7C–F,J,K and Table S1 and Figure S7).

tBRD-1 was able to form homodimers (Figure 7L and Table S2) as well as heterodimers with tBRD-2 (Figure 7H,I and Table S2), tBRD-3 (Figure S7A and Table S2), Sa (Figure 7M and Table S3), Rye (Figure S7D and Table S3) and Can (Figure S7E,G and Table S3). Although we observed self-activity potential for DBD-Can the growth of blue colonies was much lower for DBD-Can in combination with AD than with AD-tBRD-1 (Figure S7E). In addition, heterodimer formation was detectable between tBRD-2 and tBRD-3 as well as between tBRD-3 and Sa (Figure S7B,F and Table S2, S3) and both could interact with the tTAF Rye (Figure S7H and Table S3).

Among the tTAFs homodimerization was only demonstrated for Rye (Figure S7K,L and Table S4). An interaction between Rye and Nht has already been reported [9] and served here as an additional control (Figure S7N and Table S4). An interaction between other tTAFs was not observed (Figure S7 and Table S4). We never observed interactions with Mia fusion proteins. However, some fusion proteins are not stably expressed in yeast. Therefore, we do not know if Mia does not interact with tBRDs and/or other tTAFs or if Mia fusion proteins are not stably expressed.

To examine whether homo- and heterodimerization occur within the testis, we performed co-immunoprecipitations (Co-IPs) with testes protein extracts from *tbrd-1-eGFP* and *tbrd-2-eGFP* transgenic flies using the GFP-Trap A Kit. Subsequent immunoblotting revealed that tBRD-1 co-immunoprecipitated with tBRD-1-eGFP and tBRD-2-eGFP (Figure 8). Based on our co-localization studies, inhibitor experiments and protein interaction analyses we hypothesized that a complex comprising tBRD-1, tBRD-2, tBRD-3 and tTAFs exists that controls gene activity in primary spermatocytes (see Figure 9).

**Figure 8:**
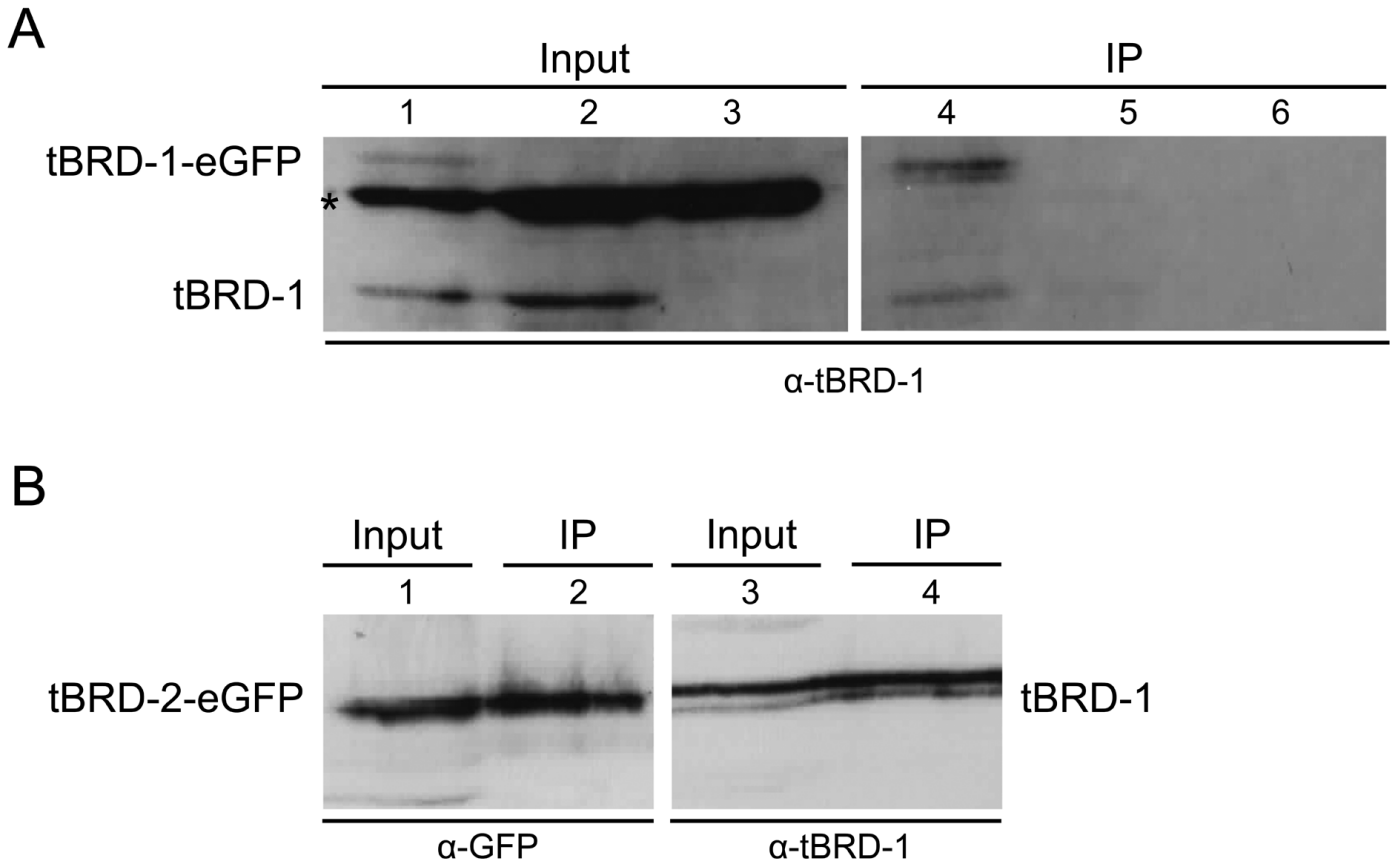
tBRD-1 co-precipitates with tBRD-1-eGFP and tBRD-2-eGFP from testes protein extracts. (A) Proteins were analyzed by SDS-PAGE and immunoblotting using anti-tBRD-1 antibody. Lanes 1–3: testes extracts before immunoprecipitation (Input). The anti-tBRD-1 antibody detected a protein at about 56 kDa (tBRD-1 predicted molecular mass: 59.2 kDa) in protein extracts of *tbrd-1-eGFP* (lane 1) and wild-type (lane 2), but not in *tbrd-1* mutant testis (lane 3). Additionally, a protein at about 90 kDa was detected in protein extracts of *tbrd-1-eGFP* testes (lane 1) that represents the tBRD-1-eGFP fusion protein. An unspecific protein at about 76 kDa was visible in all three extracts (asterisk). Lanes 4–6: eGFP-tagged tBRD-1 was immunoprecipitated (IP) with the GFP-Trap A Kit from testes protein extracts of *tbrd-1-eGFP* transgenic flies (lane 4), wild-type flies (lane 5) or *tbrd-1* mutants (lane 6). tBRD-1 was detected in the IP from *tbrd-1-eGFP* testes (lane 4) but not from wild-type (lane 5) or *tbrd-1* mutant testis. (B) Input and immunoprecipitates (IP performed as in A) from testes protein extracts of *tbrd-2-eGFP* transgenic flies were analyzed by SDS-PAGE and immunoblotting using anti-GFP and anti-tBRD-1 antibodies. tBRD-2-eGFP and tBRD-1 were detected in both immunoprecipitates (lanes 2 and 4).

**Figure 9:**
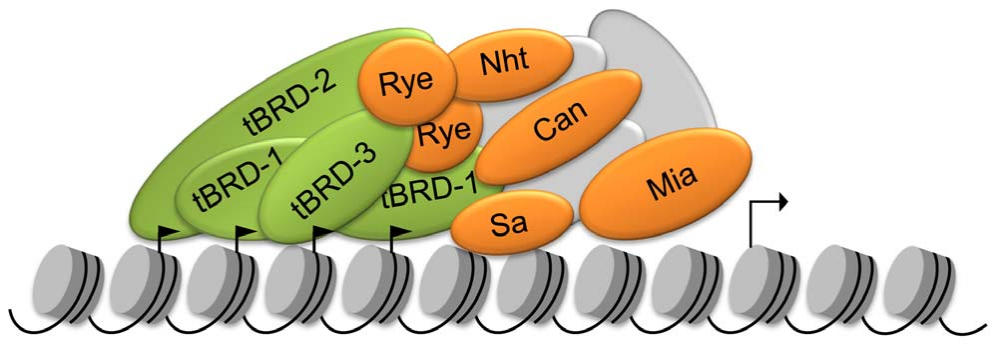
Model for tBRD-1, tBRD-2, tBRD-3 and tTAF function in primary spermatocytes. Scheme of a complex of tBRDs (green), tTAFs (orange) and so far unknown proteins (grey) that may activate transcription of a specific set of genes in primary spermatocytes. In our model tBRDs recognize and bind to acetylated histones (little black flags). This binding could in turn lead to the recruitment of tTAFs and additional transcription factors and subsequently gene activation.

## Discussion

Within the testis more than 50% of the *Drosophila* protein coding genes become activated and most of them are transcribed in primary spermatocytes. However, as yet we are far from understanding how gene activation, in particular synthesis of translationally repressed mRNAs, is achieved in male germ cells. Another question is how tTAFs might be connected to chromatin modifications, in particular to acetylated histones recognized by bromodomains. Here, we address the questions of whether tBRD-1 is the only relevant bromodomain protein, whether bromodomain proteins physically interact with tTAFs, whether the recruitment of bromodomain proteins depends on tTAFs and the acetylation status of histones, how many genes depend on the function of tBRD-1 and finally whether common tBRD-1 and tTAF target genes exist.

### tBRD-1, tBRD-2 and tBRD-3 localize to chromatin in primary spermatocytes

Here, we identified two new bromodomain-containing proteins in *Drosophila*. In contrast to tBRD-1, tBRD-2 and tBRD-3 each contain only one bromodomain. However, both exhibit a NET domain a characteristic feature of BET protein family members. We described here for the first time BET proteins in animals that contain only one bromodomain. In primary spermatocytes, both tBRD-2 and tBRD-3 were predominantly expressed in the testis and largely co-localized with tBRD-1 over the chromosomal regions in an acetylation dependent manner. Therefore, we hypothesize that in primary spermatocytes, tBRD-2 and tBRD-3 can act together with tBRD-1 and tTAFs to activate transcription of a subset of spermatogenesis-relevant genes (Figure 9).

### tBRD-1 interact with tBRD-2, tBRD-3 and with tTAFs

Our protein-protein interaction studies indicated that the tTAF Sa, which binds to DNA [11], interacts with tBRD-1. Additionally, we found that tBRD-1 interacts with itself, the tTAFs Rye and Can as well as with tBRD-2 and tBRD-3. We observed that the tTAF Rye can exist as homodimer and is able to form heterodimers with Nht (the Rye and Nht interaction was already shown in [9]) and all three bromodomain proteins. Additionally, interaction of the tTAF Sa with tBRDs was indicated by immunohistology. The overall distribution of tBRDs was altered in *sa* mutant testes. However, despite the altered distribution, co-localization of tBRDs was still detectable. Hence, we propose that Sa function is required for proper subcellular localization of tBRDs, but not essential for their co-localization and principal recruitment of tBRDs to chromatin.

We propose the existence of a transcriptional activating complex that includes all three tBRDs and the TAFs Sa, Can, Rye, Nht and Mia. Additionally, we suggest that the tBRDs, by binding to acetylated chromatin, might act as a scaffold to bundle these proteins for transcriptional activation (Figure 9). However, in the case of Mia we could not observe an interaction with tBRDs or other tTAFs, possibly due to lack of stable Mia fusion proteins in yeast.

### tBRD-1 regulates hundreds of genes

Our microarray analyses showed that tBRD-1 is indeed directly or indirectly involved in gene activation within the testis. In contrast to tTAF mutants, *tbrd-1* mutant testes clearly have post-meiotic cells with elongated flagella [19]. Correspondingly, 66.2% of the tBRD-1 dependent transcripts are enriched in spermatids. Since tBRD-1 expression is restricted to spermatocytes these transcripts likely reflect translationally repressed mRNAs that accumulate in post-meiotic stages, although they are synthesized in primary spermatocytes. This strengthens our hypothesis that in primary spermatocytes, tBRD-1 regulates a subset of the putative 1500–2000 tTAF target genes.

In tTAF mutant testes, genes are affected on a massive scale and several reasons argue against a direct comparison between *tbrd-1* and tTAF mutant testes. tTAF mutant testes are smaller in size and show a meiotic arrest phenotype. Hence, tTAF mutant testes accumulate primary spermatocytes and lack post-meiotic cells [37], [12]. In contrast, *tbrd-1* mutant testes clearly have post-meiotic cells with elongated flagella [19]. The transcriptomes of *tbrd-1* mutant and tTAF mutant testes are likely not directly comparable. Nevertheless, we showed that tBRD-1 and Sa share a common subset of target genes. Among these genes, 144 were significantly down-regulated in *tbrd-1* and *sa* mutant testes. These genes represent a promising starting point for future studies on gene activation in the testis.

### Bromodomain proteins and TAF variants in mammalian spermatogenesis

Developmental differentiation processes based on stored mRNAs or mRNAs synthesized by tissue-specific isoforms of general transcription factors is not a unique feature of *Drosophila* spermatogenesis. Also in mammals, spermiogenesis is programmed by repressed and stored mRNAs. TAF4b, a paralog of TAF4, is highly expressed in mouse testes as well as in ovaries, and is required for male and female fertility [38], [39], [40]. Initially, TAF4b was discovered in a human B-cell line as the first cell-type-specific TFIID subunit [41]. The testis-linked paralog of TAF7, TAF7L, can interact with TBP and other TAFs, and is thought to be part of an alternative TFIID-like complex [42].

Recently, it has been suggested that TAF7L directly cooperates with TBP-related factor 2 (TRF2) to activate a subset of spermiogenesis-relevant genes [43]. The bromodomain protein BRDT (bromodomain testis-specific) is highly enriched in mice testes and essential for male germ cell differentiation and fertility [44], [45]. BRDT specifically binds hyperacetylated histone H4 and exhibits acetylation-dependent chromatin remodeling activity [46]. BRDT can interact with Smarce1, a member of the SWI/SNF family and hyperacetylation of histones increases this interaction [47]. In mice testes, the bromodomain protein BRDT is involved in transcription of a large number of genes [48], [49]. Additionally, the other members of the BET family, BRD2, BRD3 and BRD4, are expressed in mammalian male germ cells [50]. However, it is yet not known whether these BRD proteins interact among each other or with tissue-specifically expressed TAFs.

Our data provide important information and new insights into gene activation in male germ cells that may be relevant to other organisms. We believe that a complex of tBRDs, tTAFs and so far unknown proteins exists that activates transcription of a specific set of genes in primary spermatocytes (Figure 9). In our model tBRDs recognize and bind to acetylated histones, leading to recruitment of tTAFs and additional transcription factors to mediate gene activation.

Many tBRD-1 and Sa target genes overlapped; however, we observed many tBRD-1 targets that do not depend on Sa function and *vice versa*. Therefore, complexes containing either tBRD-1, or tBRD-2 or tBRD-3 in combination with different tTAFs are conceivable. Likewise, complexes containing tBRD-1 and tBRD-2 or tBRD-1 and tBRD-3 or tBRD-2 and tBRD-3 in combination with different tTAFs are possible. These different complexes could further subdivide the many thousands of genes and thus each might activate a certain set of spermatogenesis-relevant genes.

## Materials and Methods

### Fly strains and culture

*Drosophila melanogaster* strains were maintained on standard medium at 25°C. *w^1118^* was used as the wild-type strain. The *tbrd-1* mutant allele, and tBRD-1-eGFP expressing flies were described previously [19]. *sa^2^* mutants [8] were kindly provided by M.T. Fuller (Palo Alto).

### RT-PCR

Total RNA was prepared using TRIzol (Invitrogen) from 80 testes, 40 carcass of males, 40 adult females, and 40 third instar larvae. The OneStep RT-PCR Kit (Qiagen) was used to amplify a 319 bp cDNA fragment from the open reading frame of *tbrd-2*. The chosen primers (*tbrd-2-fw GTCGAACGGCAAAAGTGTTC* and *tbrd-2-rv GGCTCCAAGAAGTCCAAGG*) flank an intron of 54 bp to distinguish between RNA and DNA. To amplify a 462 bp cDNA fragment from the intronless *tbrd-3* polyA^+^-mRNA was prepared from total RNA using Oligotex mRNA Mini Kit (Qiagen). For RT-PCR the following primers were used: *tbrd-3-fw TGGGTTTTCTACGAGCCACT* and *tbrd-3-rv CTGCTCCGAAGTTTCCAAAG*. Primers for the ubiquitously transcribed *β3-tubulin* gene (*b3-tubulin-fw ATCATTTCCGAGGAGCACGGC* and *b3-tubulin-rv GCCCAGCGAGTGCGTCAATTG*) were used as controls. These primers amplify a 372 bp fragment on RNA and a 490 bp fragment on DNA.

### Cloning the *tbrd-2-eGFP* construct

To generate a *tbrd-2-eGFP* construct, the open reading frame (ORF) of the *tbrd-2* gene together with a 591 bp sequence upstream of the ATG translational start was PCR amplified using genomic DNA and primers with linked *EcoRI* and *SpeI* restriction sites. The PCR fragment was inserted into *pChabΔsalΔlacZ-eGFP* in frame with the *eGFP*. Transgenic fly strains were established in a wild-type background.

### RNA purification and microarray analysis

Total RNA was extracted from wild-type testes and homozygous *tbrd-1* mutant testis using TRIzol (Invitrogen). RNA quality was monitored using the Agilent Bioanalyser 2100 with the RNA 6000 Nano kit. Gene expression analysis was carried out using Affymetrix *Drosophila* Genome 2.0 arrays according to the manufacturer's recommendations. For each array, independent RNA from whole testes pooled from 25 animals was used.

### Data deposition

The microarray data from this publication was deposited at NCBI's gene expression omnibus (GEO) under the accession number GSE52511.

### Quantitative real-time PCR

Total RNA from 100 wild-type testes, homozygous *tbrd-1* mutant testes and *tbrd-1* mutant testes that express a tBRD-1-eGFP rescue protein was isolated using TRIzol (Invitrogen). RNA was treated with DNase (Promega) according to the manufacturer's protocol. 1 µg of RNA was reverse transcribed using Transcriptor First Strand cDNA Synthesis Kit (Roche). qPCR was performed with a Sybrgreen platform on a Bio-Rad CFX Cycler. Values were normalized to the expression of *Rpl32* as an internal control. For primer sequences see Table S5.

### Yeast two-hybrid assay

For yeast two-hybrid experiments the Matchmaker GAL4 Two-Hybrid System 3 from Clontech was used. To generate yeast constructs the ORFs were PCR amplified using specific primers with linked restriction sites (Table S6). To amplify *tbrd-1*, *tbrd-3* and *nht* genomic DNA was used. To exclude introns, cDNA was used to amplify *tbrd-2*, *sa*, *can*, *mia* and *rye*. cDNA was synthesized using innuScript Reverse Transcriptase (analytik jena) or iScript cDNA Synthesis Kit (BIO-RAD). The PCR fragments were inserted into pCRII-TOPO Vector (Invitrogen). Subsequently, the ORFs were ligated in frame into *pGBKT7* (*bait* vector) and *pGADT7* (*prey* vector) that were opened with the appropriate restriction enzymes. Yeast two-hybrid experiments were performed according to the manufacturer's manual.

### Co-immunoprecipitation

Co-IPs were carried out using the GFP-Trap A Kit (ChromoTek). Protein extracts were made from 200 adult testes (in case of *tbrd-1-eGFP*, *wild-type* and *tbrd-1* mutants) or 400 adult testes (in case of *tbrd-2-eGFP*). Testes were homogenized in 200 µl lysis buffer (supplied with the GFP-Trap A Kit) that include 2 µl 100× protease inhibitor (Thermo Scientific). Protein extracts were recovered following the manufacturer's advice. After adding 500 µl dilution buffer 4% (*tbrd-1-eGFP* and *wild-type*) or 8% (*tbrd-2-eGFP*) of the extract was retained as the input control. The remaining extract was incubated with 30 µl of GFP trap-A beads for 2.5 h at 4°C. Beads were washed twice and bound proteins were eluted by boiling in 100 µl SDS sample buffer for 10 min at 95°C. The whole supernatant was applied to a 10% SDS-gel. Western blots were performed using standard methods. Anti-tBRD-1 [19] was used at 1∶1000 in 5% dry milk in TBST. Anti-GFP (polyclonal rabbit antiserum was raised against full length GFP; unpublished; kindly provided by Joerg Leers) was used at a 1∶2000 dilution in 5% dry milk in TBST. POD-conjugated anti-rabbit antibody was subsequently applied at 1∶5000 (Jackson Immunology). Novex ECL Chemiluminescent Substrate Reagent Kit (Invitrogen) was used according to the manufacturer's recommendation.

### Immunofluorescence staining

Hoechst staining was used to visualize chromatin. All antibodies were used in immunofluorescence stainings of squashed testis carried out essentially as described before [51] and [52], [53]. We raised a peptide antibody (aa 175 to aa 189) against tBRD-3 in rabbit. The peptide sequence showed no sequence homology to tBRD-1 or tBRD-2. The affinity-purified antibody was applied in a dilution 1∶1000 (Pineda-Antibody-Service; http://www.pineda-abservice.de). Anti-tBRD-1 was used in a dilution 1∶5000 [19]. For peptide-blocking experiments the anti-tBRD-3 and anti-tBRD-1 antibodies were incubated with different concentrations of the tBRD-3 peptide (2–20 µg/ml) before carrying out the immunofluorescence stainings. To analyze the acetylation level after inhibitor treatment an anti-histone H4 acetyl-antibody (Millipore 06-598; 1∶200) was used. Cy3-conjugated anti-rabbit (Dianova; 1∶100) and Cy5-conjugated anti-rabbit (Dianova; 1∶100) were used as secondary antibodies. Immunofluorescence, eGFP and Hoechst signals were examined using a Zeiss microscope (AxioPlan2) equipped with appropriate fluorescence filters. Images were individually recorded and processed with Adobe Photoshop 7.0.

### Culture of pupal testis and inhibitor treatment

Pupal testis were dissected, cultured and treated with inhibitors as previously described [31], [19] and [32].

## Supporting Information

Figure S1 **tBRD-1 is required for gene repression in the testis.** (A) Gene expression was measured in wild-type and *tbrd-1^1^* mutant testis by Affymetrix microarrays in 5 replicates. Differentially expressed genes were identified after normalization RMA [54] using limma [55]. Of the genes with a p-value ≤0.05 (after Benjamini-Hochberg correction [56]) and an absolute log2-fold change ≥1, 419 genes were down-regulated and 223 were up-regulated. (B) Quantitative real-time PCR (qPCR) using cDNA of wild-type, *tbrd-1^1^* and *tbrd-1-eGFP*; *tbrd-1^1^* testes. Transcript levels of *CG31750*, *cutlet*, *twdlV* and *CG1441* were enriched in *tbrd-1* mutant testes compared to wild-type and *tbrd-1-eGFP*; *tbrd-1^1^* testes. P-values for significance: ** p≤0.01 and *** p≤0.001.
(TIF)

Figure S2 **tBRD-2 and tBRD-3 are predominantly transcribed in the testis.** (A) The *tbrd-2*-specific primers amplified a 319 bp cDNA fragment from the open reading frame of *tbrd-2* in testes (t) but not in carcass males (c) or in adult females (f). Additionally, in testes (t), in carcass males (c) and in adult females (f) a 373 bp fragment due to DNA contamination was amplified. (B) The *tbrd-3*-specific primers amplified a 462 bp cDNA fragment from the open reading frame of *tbrd-3* in testes (t) and in larvae (l). (A′,B′) A 372 bp cDNA fragment of the *β3-tubulin* gene amplified as a control was visible in all samples. Total RNA was used in A and A′, polyA^+^-mRNA was used in B and B′. +RT: with reverse transcriptase. −RT: without reverse transcriptase.
(TIF)

Figure S3 **The tBRD-3 peptide specifically blocks the anti-tBRD-3 antibody.** Single primary spermatocytes from wild-type testis stained with anti-tBRD-3 antibody (A), peptide-neutralized anti-tBRD-3 antibody (B), anti-tBRD-1 antibody (C) or anti-tBRD-1 antibody pre-incubated with the tBRD-3 peptide (D). tBRD-3 was no longer detectable with peptide-neutralized anti-tBRD-3 antibody (B) whereas blocking the tBRD-1 antibody with the tBRD-3 peptide did not affect the detection of tBRD-1 (D). (A′,B′,C′,D′) Hoechst DNA staining. (A″,B″,C″,D″) Phase-contrast images. Scale bars: 5 µm.
(TIF)

Figure S4 **Recruitment of tBRD-2 to the chromosomes is independent of the tTAF Sa.** Single primary spermatocytes from heterozygous (A panels) and homozygous *sa^2^* (B panels) mutants that express tBRD-2-eGFP stained with anti-tBRD-1 antibody. (A″,B″) In both heterozygous and homozygous *sa^2^* mutant spermatocytes tBRD-2-eGFP partially co-localized with tBRD-1 over the chromosomes (arrows). (A′″,B′″) Hoechst DNA staining. (A″″,B″″) Phase-contrast images. Scale bars: 5 µm.
(TIF)

Figure S5 **Localization of tBRD-1-eGFP and tBRD-2-eGFP is acetylation dependant.** Pupal testis of tBRD-1-eGFP (A-C″) or tBRD-2-eGFP (D–F″) expressing flies were treated with TSA or anacardic acid (AA) for 24 hours in culture and afterwards spermatoyctes were stained with an antibody against acetylated histone H4 (H4ac) (A′,B′,C′,D′,E′,F′). (A and D panels) Untreated control. (A,B,C,D,E,F) Hoechst DNA staining. (B and E panels) Incubation of testis with TSA led to increased histone H4 acetylation (B′,E′) and increased localization of tBRD-1-eGFP (B″) and tBRD-2-eGFP (E″) to the chromosomes (arrowheads) in comparison to the control (A″,D″). (C and F panels) Incubation of testis with AA led to a decrease in histone H4 acetylation (C′,F′) and altered localization of tBRD-1-eGFP (C″) and tBRD-2-eGFP (F″) to the chromosome territories (arrowheads). Scale bars: 20 µm in A–C″, 5 µm in D–F″.
(TIF)

Figure S6 **Co-localization of tBRD-1-eGFP and tBRD-3 is acetylation dependant.** Pupal testis of tBRD-1-eGFP expressing flies were treated with anacardic acid (AA) (B panels) or TSA (D panels) for 24 hours in culture and afterwards spermatoyctes were stained with an antibody against tBRD-3. (A and C panels) Untreated control. (B′,B″) Incubation of testis with AA led to a loss of tBRD-3 localization to the chromosome territories and co-localization between tBRD-3 and tBRD-1-eGFP was no longer detectable (arrows). (D′) TSA treatment led to increased localization of tBRD-3 to the chromosomes (arrow) in comparison to the control (C′). (D″) Partial co-localization of tBRD-1-eGFP and tBRD-3 was not affected by TSA treatment. (A′″, B′″, C ′″,D′″) Hoechst DNA staining. (A″″,B″″,C″″,D″″) Phase-contrast images. Scale bars: 5 µm.
(TIF)

Figure S7 **Overview of yeast two-hybrid experiments.** Positive (DBD-53+AD-T) and negative (DBD-Lam+AD-T) controls are shown on each plate. (A) Interaction of tBRD-1 and tBRD-3. tBRD-1 and tBRD-3 fusion proteins showed no self-activity. No homodimerization of tBRD-3 was detectable. (B) Interaction of tBRD-2 and tBRD-3. tBRD-2 and tBRD-3 fusion proteins showed no self-activity. (C) Interaction of tBRD-1 and tBRD-2. tBRD-2 was not able to interact with itself, tBRD-3 or Sa. tBRD-3 showed no interaction with Sa. (D) Interaction of tBRD-1 and Rye. tBRD-1 and Rye fusion proteins showed no self-activity. (E) Interaction of tBRD-1 and Can when Can is acting as the bait. Both tBRD-1 fusion proteins and AD-Can showed no self-activity. Weak self-activity was detectable for DBD-Can. Nevertheless, a clear difference between the self-activity of DBD-Can compared to DBD-Can+AD-tBRD-1 was visible. (F) tBRD-3 and Sa could interact when tBRD-3 acts as the bait. tBRD-3 and Sa fusion proteins showed no self-activity. (G) Interaction of tBRD-1 and Can when Can acts as the bait. Can was not able to interact with tBRD-2 or tBRD-3. A few blue colonies were detectable for DBD-Can+AD-tBRD-2 and DBD-Can+AD-tBRD-3 and resulted from the self-activity of DBD-Can (shown on plate E). (H) Interaction of Rye with tBRD-1, tBRD-2 and tBRD-3. Rye was not able to interact with Sa. (I) Nht showed no interaction with tBRD-1, tBRD-2 or tBRD-3. (J) Mia showed no interaction with tBRD-1, tBRD-2 or tBRD-3. However, a control that shows expression of Mia fusion proteins in yeast is missing. (K) Homodimerization of Rye. Mia, Sa and Nht were not able to form homodimers. Blue colonies were detectable for DBD-Can+AD-Can that might result from the self-activity of DBD-Can. (L) Homodimerization of Rye. Mia, Sa and Nht were not able to form homodimers. Sa and Nht showed no interaction. (M) Mia showed no interaction with Sa, Rye or Nht. Mia fusion proteins showed no self-activity. As above, a control that shows expression of Mia fusion proteins in yeast is missing. (N) Interaction of Rye and Nht. Rye and Nht fusion proteins showed no self-activity. (O) Can was not able to interact with Sa, Nht or Rye. A few blue colonies were detectable that might result from the self-activity of DBD-Can (shown on plate E and P). (P) Weak self-activity was detectable for DBD-Can but not for AD-Can. Can was not able to interact with Rye or Mia. A few blue colonies were detectable that might result from the self-activity of DBD-Can.
(TIF)

Table S1 **Summary of self-activity tests of the different plasmids used for yeast two-hybrid experiments.**
(PDF)

Table S2 **Summary of yeast two-hybrid experiments for the three bromodomain proteins tBRD-1, tBRD-2 and tBRD-3.**
(PDF)

Table S3 **Summary of yeast two-hybrid experiments for tBRD-1, tBRD-2, tBRD-3 and tTAFs.**
(PDF)

Table S4 **Summary of yeast two-hybrid experiments for the five tTAFs.**
(PDF)

Table S5 **Primers used for qPCRs.**
(PDF)

Table S6 **Oligonucleotids used for yeast constructs.**
(PDF)

Dataset S1

# Supplementary material for: tBRD-1 Selectively Controls Gene Activity in the Drosophila Testis and Interacts with Two New Members of the Bromodomain and Extra-Terminal (BET) Family
**Source:** PLoS One. 2014 Sep 24;9(9):e108267. doi: 10.1371/journal.pone.0108267
**Supplement:** Table S1 — Summary of self-activity tests of the different plasmids used for yeast two-hybrid experiments.

Table S1. Summary of self-activity tests of the different plasmids used for yeast two-hybrid experiments.

**Bait (pGBKT7)**	**Prey (pGADT7)**	**Growth and blue color**
tBRD-1	AD	-
DBD	tBRD-1	-
tBRD-2	AD	-
DBD	tBRD-2	-
tBRD-3	AD	-
DBD	tBRD-3	-
Spermatocyte arrest	AD	-
DBD	Spermatocyte arrest	-
Cannonball	AD	+
DBD	Cannonball	-
Meiotic arrest	AD	-
DBD	Meiotic arrest	-
Ryan express	AD	-
DBD	Ryan express	-
No hitter	AD	-
DBD	No hitter	-
		- no
		+ weak
		++ intermediate
		+++ strong

# Supplementary material for: tBRD-1 Selectively Controls Gene Activity in the Drosophila Testis and Interacts with Two New Members of the Bromodomain and Extra-Terminal (BET) Family
**Source:** PLoS One. 2014 Sep 24;9(9):e108267. doi: 10.1371/journal.pone.0108267
**Supplement:** Table S2 — Summary of yeast two-hybrid experiments for the three bromodomain proteins tBRD-1, tBRD-2 and tBRD-3.

Table S2. Summary of yeast two-hybrid experiments for the three bromodomain proteins tBRD-1, tBRD-2 and tBRD-3.

**Bait (pGBKT7)**	**Prey (pGADT7)**	**Growth and blue color**
tBRD-1	tBRD-1	+++
tBRD-2	tBRD-2	-
tBRD-3	tBRD-3	-
tBRD-1	tBRD-2	+++
tBRD-2	tBRD-1	+++
tBRD-1	tBRD-3	++
tBRD-3	tBRD-1	+++
tBRD-2	tBRD-3	+
tBRD-3	tBRD-2	++
		- no
		+ weak
		++ intermediate
		+++ strong

# Supplementary material for: tBRD-1 Selectively Controls Gene Activity in the Drosophila Testis and Interacts with Two New Members of the Bromodomain and Extra-Terminal (BET) Family
**Source:** PLoS One. 2014 Sep 24;9(9):e108267. doi: 10.1371/journal.pone.0108267
**Supplement:** Table S3 — Summary of yeast two-hybrid experiments for tBRD-1, tBRD-2, tBRD-3 and tTAFs.

Table S3. Summary of yeast two-hybrid experiments for tBRD-1, tBRD-2, tBRD-3 and tTAFs.

**Bait (pGBKT7)**	**Prey (pGADT7)**	**Growth and blue color**
tBRD-1	Spermatocyte arrest	-
Spermatocyte arrest	tBRD-1	+++
tBRD-1	Cannonball	-
Cannonball	tBRD-1	+++*
tBRD-1	Meiotic arrest	-
Meiotic arrest	tBRD-1	-
tBRD-1	Ryan express	++
Ryan express	tBRD-1	++
tBRD-1	No hitter	-
No hitter	tBRD-1	-
tBRD-2	Spermatocyte arrest	-
Spermatocyte arrest	tBRD-2	-
tBRD-2	Cannonball	-
Cannonball	tBRD-2	+*
tBRD-2	Meiotic arrest	-
Meiotic arrest	tBRD-2	-
tBRD-2	Ryan express	++
Ryan express	tBRD-2	-
tBRD-2	No hitter	-
No hitter	tBRD-2	-
tBRD-3	Spermatocyte arrest	+
Spermatocyte arrest	tBRD-3	-
tBRD-3	Cannonball	-
Cannonball	tBRD-3	+*
tBRD-3	Meiotic arrest	-
Meiotic arrest	tBRD-3	-
tBRD-3	Ryan express	++
Ryan express	tBRD-3	-
tBRD-3	No hitter	-
No hitter	tBRD-3	-
* self-activity of DBD-Can		- no<br>+ weak<br>++ intermediate<br>+++ strong

# Supplementary material for: tBRD-1 Selectively Controls Gene Activity in the Drosophila Testis and Interacts with Two New Members of the Bromodomain and Extra-Terminal (BET) Family
**Source:** PLoS One. 2014 Sep 24;9(9):e108267. doi: 10.1371/journal.pone.0108267
**Supplement:** Table S4 — Summary of yeast two-hybrid experiments for the five tTAFs.

Table S4. Summary of yeast two-hybrid experiments for the five tTAFs.

**Bait (pGBKT7)**	**Prey (pGADT7)**	**Growth and blue color**
Spermatocyte arrest	Spermatocyte arrest	-
Cannonball	Cannonball	+*
Meiotic arrest	Meiotic arrest	-
Ryan express	Ryan express	+
No hitter	No hitter	-
Spermatocyte arrest	Cannonball	-
Cannonball	Spermatocyte arrest	+*
Spermatocyte arrest	Meiotic arrest	-
Meiotic arrest	Spermatocyte arrest	-
Spermatocyte arrest	Ryan express	-
Ryan express	Spermatocyte arrest	-
Spermatocyte arrest	No hitter	-
No hitter	Spermatocyte arrest	-
Cannonball	Meiotic arrest	+*
Meiotic arrest	Cannonball	-
Cannonball	Ryan express	+*
Ryan express	Cannonball	-
Cannonball	No hitter	+*
No hitter	Cannonball	-
Meiotic arrest	Ryan express	-
Ryan express	Meiotic arrest	-
Meiotic arrest	No hitter	-
No hitter	Meiotic arrest	-
Ryan express	No hitter	+++ ¹
No hitter	Ryan express	+++ ¹
* self-activity		- no
¹ Interaction showed in [9]		+ weak
		++ intermediate
		+++ strong

# Supplementary material for: tBRD-1 Selectively Controls Gene Activity in the Drosophila Testis and Interacts with Two New Members of the Bromodomain and Extra-Terminal (BET) Family
**Source:** PLoS One. 2014 Sep 24;9(9):e108267. doi: 10.1371/journal.pone.0108267
**Supplement:** Table S5 — Primers used for qPCRs.

Table S5. Primers used for qPCRs.

rpl32-fw	ATGACCATCCGCCCAGCATAC
rpl32-rev	CTGCATGAGCAGGACCTCCAG
CG18673-fw	ATATGAGACGATGGGCGAGG
CG18673-rev	GGGAAACACAGTCCAGGTGA
CG13946-fw	GGAGGACCTCAAAATGGTCA
CG13946-rev	GCCTCAGTGGTCTGAAGTTGT
CG32457-fw	AATTGGGTTGGCATTGGTAA
CG32457-rev	CCTGATTGTCACAGGTGGTC
CG17917-fw	CACATCGGACCGCAGGAG
CG17917-rev	AGGAAGACGAACCGATGGGT
yp3-fw	CACCTGGGAGCGTTTGGAG
yp3-rev	GCTGAGCGGGGCTGGTCT
CG42827-fw	ATGCGTTTGACAATCTTATGTAT
CG42827-rev	CACGCAACTTTCCTTGGTA
CG42828-fw	GCTTACCCAGTTTTTGTGC
CG42828-rev	TAATTAGCGAGAACAAATCGG
tfl1a-s-fw	TTAAGGCAGCCACTATGTCGT
tfl1a-s-rev	CTTGTCTGAATTGCAGCAGAA
gr36d-fw	CCCCTTTGTTGAGGATGCTA
gr36d-rev	TGATTCCTAATGGGTGTGC
cutlet-fw	GAGAATGGCACGCAAATGT
cutlet-rev	AGGTCGCTTCAAGACGTTGT
twdIV-fw	CACCCCAGGGCTACAACTAT
twdIV-rev	CGGCAGGCTGTTGGTAGA
CG1441-fw	CATTTATCTGCTCATCCGCCC
CG1441-rev	GAACACGGCATTTCGTAGGG

# Supplementary material for: tBRD-1 Selectively Controls Gene Activity in the Drosophila Testis and Interacts with Two New Members of the Bromodomain and Extra-Terminal (BET) Family
**Source:** PLoS One. 2014 Sep 24;9(9):e108267. doi: 10.1371/journal.pone.0108267
**Supplement:** Table S6 — Oligonucleotids used for yeast constructs.

Table S6. Oligonucleotids used for yeast constructs.

tBRD1-Y2H-NdeI-fw	CATATGATGAATGAACTGCAGTCGAAT
tBRD1-Y2H-EcoRI-rev	GAATTCTTAATCGCTATCATAAGTTTGGT
tBrd2-Y2H-NdeI-fw	CATATGATGGCATCTTGCAAGCCG
tBrd2-Y2H-EcoRI-rev	GAATTCTTAGGCCCTCAGCTGTC
tBrd3-Y2H-NdeI-fw	CATATGATGGCTGCAAAACAAGAAAC
tBrd3-Y2H-EcoRI-rev	GAATTCTTAATTATATTTGGGCTTGGTG
Sa-Y2H-EcoRI-fw	CATATGATGAATACCTACGACGAAGTC
Sa-Y2H-BamHI-rev	GGATCCTTAATTCGGTTTTTCAATACCTA
Nh-Y2H-EcoRI-fw	GAATTCATGTCAATTATTTCCCTTG
Nh-Y2H-BamHI-rev	GGATCCTTATGACTTGTATTTTAAATA
Can-Y2H-NdeI-fw	CATATGGATTTACCATTGCCAATAC
Can-Y2H-BamHI-rev	GGATCCTTAAGATTTGTTCTCCTT
Mia-Y2H-NdeI-fw	CATATGTGGCAGTTTGAAAACAAAA
Mia-Y2H-BamHI-rev	GGATCCTTAAGTAATTATTGGACAA
Rye-Y2H-NdeI-fw	CATATGGATAGTAACATGGAACC
Rye-Y2H-BamHI-rev	GGATCCTTATTCAATTGGGAACT

How the deposited data were processed for this re-analysis (not part of the article)

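Testes of wild-type flies and of homozygous *tbrd-1* mutants were compared on Affymetrix Drosophila Genome 2.0 arrays, 5 arrays per genotype, with RNA pooled from 25 animals on each array. The authors deposited 1 table of signal intensity values for the whole series, with 18952 probe sets and 10 columns, and every column was matched to a sample by its name. The submitters' processing notes and the legend of Figure S1 name RMA for these intensity values. The processing notes name Affymetrix Expression Console, and the versions are not given in the sources used here. The deposited intensities are linear, rounded to whole numbers and hold no detection calls. In the part of Dataset S1 read here, the first 614 of its 18952 rows, the intensities differed from the deposited ones by at most 0.5, which is rounding.

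From the deposited intensities, log2 was taken without further normalization. The 183 Affymetrix control probe sets were left out, and 18769 probe sets were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with genotype as the single term. A probe set was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2-fold change of at least 1, the thresholds of the paper. The legend of Figure S1 names limma, while Dataset S1 and the legend of Figure 1A name a t-test, which was run as an alternative and is called the methods' t-test here, although the Materials and Methods name none. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The calling step was tested on simulated data for the comparison of mutant against wild-type, with 200 of 18769 probe sets changed. At simulated log2-fold changes of -3, -1.5, 1.5 and 3, 96%, 100%, 98% and 94% of 50 changed probe sets each were called, with 1 wrong call among the unchanged ones. The simulated noise was independent between probe sets, and no smaller change was simulated. In the real data the called probe sets had median log2-fold changes of -1.38 and 1.28, so these rates need not hold there.

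Gene names were taken from the platform annotation, which pairs 13647 probe sets with 1 gene, 402 with several and 4720 with none. Symbols were brought up to date through a gene table of the Release 6 assembly for 13544 probe sets, and no gene was named from a probe set with several. Of 11982 genes, 1094 had more than 1 probe set, and lists, arms and gene counts used the probe set with the highest mean log2 value over all arrays. The files name no assembly, so the gene table served only for names, chromosome arms and gene order. *white* and *fs(1)h* have no probe set with 1 gene in the annotation used and were not analysed here.

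The genes named were fixed by a rule before the data were examined. They are the genes the paper names for its arrays or its qPCR, the 12 largest decreases and the 12 largest increases among called probe sets with 1 gene and with all mutant arrays on the same side of all wild-type arrays, up to 4 members with the largest absolute change of each gene list, the tTAF, tMAC and BET genes in full, and the genes next to *tbrd-1*. Values of the first rows of Dataset S1 had been seen when the rule was written. The 24 gene lists, fixed at the same time, were tTAFs, tMAC, BET family genes, sperm chromatin proteins, sperm tail and axoneme proteins, Y-linked fertility genes, cup and comet genes, spermatid individualization genes, sperm leucyl aminopeptidases, testis-specific proteasome subunits, testis-enriched mitochondrial paralogs, meiotic cell cycle genes, germline stem cell and spermatogonium genes, cyst cell and hub genes, accessory gland and ejaculatory duct genes, gut digestive enzymes, fat body genes, muscle genes, heat shock genes, antimicrobial peptide and Turandot genes, cytochrome P450 genes, glutathione S-transferase genes, cuticle protein genes and ribosomal protein genes. The gut list was written with the variation of *Jon99Fi* among wild-type arrays in Dataset S1 known.

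Gene lists were tested with camera of limma at a preset correlation of 0.01 and adjusted over the 24 lists, and alternatives were an estimated correlation and fry. Called genes were set against chromosome arms in 12 two-sided Fisher's exact tests, adjusted together. They were also set against the nearest 100 genes with a probe set on each side of *tbrd-1*. Alternatives fixed before the data were examined were the methods' t-test, fold changes from arithmetic means, both together, a variance trend, a robust prior, array quality weights, the third of probe sets with the dimmest signals left out, control probe sets kept, scaling on ribosomal protein probe sets, median centring, other fold minimums, 1 probe set per gene, the replicate number as a block, and, for counts and single genes, each array left out in turn. Further alternatives were chosen after seeing the data. They were leaving out each array in the tests of lists, of arms and of the genes near *tbrd-1*, and leaving out the neighbours of *tbrd-1*. Others were leaving out arrays bright in gut enzymes or in *Ebp* and *EbpII*. The array means of the gut and the gland and duct lists were also used as covariates. Without the arrays bright in gut enzymes, wild-type replicates 2 and 5 and mutant replicates 1, 2, 4 and 5 remained. Without those bright in *Ebp* and *EbpII*, wild-type replicates 1, 4 and 5 and mutant replicates 1 and 3 remained. Arrays of 1 genotype correlated at 0.976 to 0.996 in wild-type and at 0.988 to 0.995 in the mutant, and no array was a copy of another. The qPCR and rescue experiments, the comparison with *sa* mutant testes and the stage assignments from the spermatogenesis database rest on data not analysed here.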

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

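The tests on gut enzyme genes were chosen only after the result was seen. The genes and list means examined made 200 groups of 5 arrays. In 8 of them 1 array stood far from the others. This is a smaller share than the 1 group in 20 that chance gives, so the number of such arrays is not set apart from chance. The groups are not independent, and the count does not settle whether any single array differs by chance. *tbrd-1* had its lowest mutant signal, 10, on mutant replicate 5, and *CG13946* its lowest wild-type signal, 3890, on wild-type replicate 3. *Cpr66Cb* was apart at 49 on mutant replicate 3, and *f-cup* at 2380 on mutant replicate 2. Among list means on the log2 scale, the individualization genes were apart at 8.69 on mutant replicate 4, the glutathione S-transferase genes at 8.26 on mutant replicate 3 and the cuticle protein genes at 5.21 on wild-type replicate 5. *Jon99Fi* was apart at 304 on mutant replicate 3. On that array the mean of the whole gut list was also the highest among the mutants, 7.33 as compared with 4.91 to 5.71 on the others.

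Among the tTAF genes, the log2-fold change was 1.65 for *mia* and 1.40 for *Taf12L* (*rye*), but another, dimmer probe set of *Taf12L* gave 0.07, and it was -1.11 for *can*. The tMAC gene *vis* had a log2-fold change of 1.96. The median log2-fold change of the muscle genes was -0.39, and their mean was lower on every mutant array (8.03 to 8.42) than on every wild-type array (8.51 to 8.78). The number of lists past camera's threshold is not set apart from chance, since 89 of 100 splits of the 10 arrays, the real one included, gave at least as many lists past the threshold as the real split, which gave 1. The highest other split gave 13, several times the real number. A structure among the arrays other than genotype may account for such splits, as may camera's preset correlation of 0.01, which lies below the estimated ones of 0.04 to 0.70, and neither was tested.

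Gut digestive enzyme genes such as *Jon99Fi* differed widely between arrays of 1 genotype. Gut tissue in some testis samples may account for the variation, as 18 list members brighter than the median probe set varied together (median pairwise correlation of their deviations from the genotype means 0.94, quartiles 0.88 and 0.97). Lower gut enzyme expression through the *tbrd-1* mutation, on top of this variation, cannot be told apart from it. In the mean of the list 2 wild-type arrays lay below the highest mutant array, but such a decrease need not separate all arrays.

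Of 100 splits of the arrays only 1, the real one, gave as many as the 664 altered probe sets, the highest other split giving 21, and the same held for the 443 decreases (1 of 100, highest other 21) and for the 221 increases (1 of 100, highest other 0). Tissue that varies with the gut enzymes or with *Ebp* and *EbpII* is argued against as the whole cause. With the array means of the gut and the gland and duct lists as covariates, 85.1% of the altered probe sets stayed past the threshold. Without the arrays bright in gut enzymes, 79.7% of the decreases and 85.5% of the increases kept their call. Without those bright in *Ebp* and *EbpII*, 74.5% and 84.2% did, with fewer arrays and less power. Other genital tract tissue is left open. The seminal fluid genes differed little between arrays, and the muscle mean, lower on every mutant array, was not a covariate. Sequence variants between the strains that lie under single probe sets cannot be told apart from changes of expression, since for 85 called probe sets the brightest other probe set of the gene gave a median log2-fold change of 0.32 in the direction of the called one, with quartiles of -0.07 and 1.11. These belong to 70 genes, and with each gene taken once the median was 0.21, with quartiles of -0.10 and 0.53, and 47 had the same direction, 30 of them at an adjusted p of at most 0.05 from limma. For the changed genes it followed by qPCR, the paper reports a difference of the mutant from wild-type testes and from mutant testes with *tbrd-1-eGFP*. It concludes that the reduced levels result from the *tbrd-1* mutation. Those data were not analysed here. For the other altered probe sets, a difference caused by the *tbrd-1* mutation itself stays open.

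A lower share of late germ cells in mutant testes could lower many transcripts together. The prediction was set before the data were examined. It was a median decrease of 1 or more on the log2 scale in the cup and comet genes, which are transcribed after meiosis. Their median log2-fold change was -0.08, with quartiles of -0.47 and 0.12, so a decrease of that size was not seen. A smaller loss of late germ cells is left open, since without the fold minimum 7 of these genes were lower and 3 higher. An effect of the mutation on the transcripts themselves was not tested apart from this.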

How the results depend on the processing

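Counts of called probe sets stayed within 1.5 times of 443 down and 221 up in all settings but those of the fold minimum, from 365 to 583 down and from 206 to 295 up where probe sets were counted, and 367 and 168 with 1 probe set per gene. Without a fold minimum 2751 were lower and 4052 higher, and with 1.5-fold 1003 and 799, since fewer probe sets are excluded. The methods' t-test called 410 down, array quality weights 583. Leaving out 1 array gave 397 (without mutant replicate 5) to 556 (without wild-type replicate 5) down and 215 to 232 up. With the replicate block 499 were down and 221 up. Replicate numbers do not pair the samples: deviations of arrays with 1 number correlated at -0.31, -0.19, 0.48, -0.05 and 0.28, and not every array correlated best with its own number. Chosen after seeing the data, leaving out arrays bright in gut enzymes gave 403 down and 238 up. Leaving out those bright in *Ebp* and *EbpII* gave 365 and 208, and the gut and duct covariates 406 and 206. Of 125 named genes 43 were called, and 41 of these kept the call in all 21 settings planned, the exceptions being *Cyp4g1* and *s-cup*. No named gene that was called changed sign. The log2-fold change of *tbrd-1* stayed between -5.91 and -5.65. For arms, lists and the genes near *tbrd-1*, leaving out single arrays was chosen after seeing the data. The odds ratio of decreases on X was 0.534 to 0.674 with 1 array left out, and without a fold minimum it was 1.28 for increases on X and 1.27 for decreases on 2L (adjusted p = 0.00017 each, Fisher's exact test). *white* was planned and not run, as it has no probe set of its own in the annotation used.

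For gene lists, values are adjusted p from limma's tests. Camera with an estimated correlation gave 0.99 for muscle, gut, P450 and cuticle genes. With the replicate block it gave 0.012, 0.034, 0.022 and 0.12. With 1 array left out, muscle ran from 0.011 to 0.066, P450 from 0.011 to 0.26, gut from 0.031 to 0.47 and cuticle from 0.046 to 0.29. Muscle was 0.096 without the arrays bright in gut enzymes. fry, which tests whether a list moves one way and not against other genes, gave 0.0031 for tTAFs and muscle, 0.52 for gut, 0.019 for tMAC, P450 and cuticle, 1.9e-05 for BET, 0.013 for sperm chromatin, 0.0037 for sperm tail and heat shock, 0.011 for cup and comet and 0.033 for transferases. For change in either direction, fry gave 5.9e-05 for tTAFs, 6.3e-05 for muscle, 2.5e-06 for tMAC, 0.0035 for BET, 0.0017 for sperm chromatin, 1.9e-09 for sperm tail, 0.014 for Y-linked, 1.2e-09 for cup and comet, 3.8e-06 for individualization and fat body, 1.8e-07 for proteasome, 9.1e-10 for mitochondrial, 0.00022 for meiotic, 4.1e-08 for stem cell, 0.0010 for cyst cell, 0.00081 for gland and duct, 0.026 for gut, 3.3e-09 for P450, 1.7e-09 for transferase, 2.5e-11 for cuticle and 4.1e-10 for ribosomal protein genes. The BET list holds *tbrd-1*, the mutated gene itself. Its fry values therefore do not bear on *tbrd-2* (log2-fold change 0.52) and *tbrd-3* (-0.11). Apart from the fold minimum and the question fry asks, the cause was not tested. Dim probe sets cannot be told from background by these values, and with the third of dimmest signals left out 424 were down and 216 up.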

Differences from the paper's values

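Of the paper's values, its counts and the log2-fold changes of *tbrd-1* and of genes followed by qPCR that lie in the part of Dataset S1 read were compared, and none of these differed from the re-analysis by more than 1.5 times. No increase of a single gene could be compared. At the paper's thresholds the paper reports 642 altered probe sets, 419 of them down-regulated and 223 up-regulated, and 664, 443 and 221 were found here with limma. With the methods' t-test and fold changes from arithmetic means, set before the data were examined, 420 were down-regulated and 221 up-regulated, and limma with fold changes from arithmetic means gave 455 and 223. The paper matches 391 down-regulated probe sets to protein-coding genes, and 386 were matched here. The paper gives 157 of its 391 (40.2%) a specific name and 234 (59.8%) a CG number only. Here 190 of the 386 (49.2%) had a specific name and 196 (50.8%) a CG number only. Counted over all 394 probe sets with 1 gene, where genes with a CR number are not set apart from named ones, 197 (50%) had more than a CG number. Under the settings tried that wider count was more than 1.5 times the paper's 157 with array quality weights (251) and without wild-type replicate 5 (242).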

Other observations

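Leaving out single arrays in the tests of arms was chosen after the result was seen. Of 5 tTAF genes 3 were altered and of 8 tMAC genes 1. The tTAF gene *mia* rose from a signal of 296 ± 38.5 (SD, n = 5) to 925 ± 93.9 (SD, n = 5), with a standard error of 0.10 on the log2 scale and an adjusted p of 3.8e-07 from limma, and *Taf12L* (*rye*) rose from 1790 ± 270 (SD, n = 5) to 4700 ± 198 (SD, n = 5), although its other, dimmer probe set had a log2-fold change of 0.07. *can* fell from 546 ± 66.9 (SD, n = 5) to 253 ± 27.2 (SD, n = 5), *sa* had a log2-fold change of 0.77 (adjusted p = 9.6e-05 from limma), below the fold minimum, and *nht* one of 0.00. Among the tMAC genes *vis* was called up, from 285 ± 52.9 (SD, n = 5) to 1100 ± 149 (SD, n = 5), and 7 did not pass, with log2-fold changes from -0.22 for *achi* and *aly* to 0.54 for *topi*. Of 3 BET family genes measured, *tbrd-1* was called. None of the 3 lists passed camera's test against the other genes (adjusted p = 0.29, 0.60 and 0.53), and counts were the same when adjusted over each list alone. *mia*, *Taf12L*, *can* and *vis* kept their calls in all 21 settings fixed before the data were examined. Over all settings the log2-fold change of *can* lay between -1.23 and -1, so that it came down to the fold minimum.

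Down-regulated genes were less frequent on the X chromosome than on the other arms. Of 1873 genes with a probe set on the X, 34 (1.82%) were down-regulated, against 3.31% elsewhere (odds ratio 0.539, 95% interval 0.366 to 0.772, adjusted p = 0.0040, two-sided Fisher's exact test). Without wild-type replicate 2 the odds ratio was 0.674 (adjusted p = 0.14 from Fisher's exact test). The test counts all genes with a probe set, dim ones included. Of the 443 down-regulated probe sets, 381 lay above the median probe set in wild-type. Whether the share on the X differs among genes of like signal was not tested. No other of the 12 tests of an arm and a direction passed, and on 3R, the arm of *tbrd-1*, 102 of 2974 genes were down-regulated (3.43%, adjusted p = 0.74 from Fisher's exact test).

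A hypothesis set before the result was seen was that a strain difference linked to the mutant chromosome could add altered genes near *tbrd-1*. Only genes with a probe set were counted. Of the nearest 100 on each side, 9 of 200 (4.5%) were altered, against 132 of 2773 (4.76%) on the rest of the arm. The odds ratio was 0.943, with a 95% interval of 0.415 to 1.88. The upper bound lies below the value of 2 that the hypothesis was to exceed. For the nearest 200 genes the odds ratio was 0.699 (95% interval 0.367 to 1.23). Both windows, the larger of which holds the smaller, argue against such an excess. The nearest 25 genes, with an odds ratio of 1.29 and an interval of 0.253 to 4.08 that includes 2, leave it open for the closest genes. The rest of the arm lies on the same mutant chromosome. A strain difference along the whole arm could raise both shares alike and cannot be seen in this test. *CG42827*, *CG42828* and *TfIIA-S* were among the 9 genes, the first of them 55 genes with a probe set before *tbrd-1*.

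Some probe sets of 1 gene went apart. For *CG43795* 1 probe set had a log2-fold change of 2.95, and the other 5 had values from 0.10 to 0.35. For *CG33523* the brighter probe set had a log2-fold change of -0.33 and the dimmer one of 3.16 (standard error 0.13, adjusted p = 1.8e-08 from limma).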
